# Comprehensive Analysis of Rice Seedling Transcriptome during Dehydration and Rehydration

**DOI:** 10.3390/ijms24098439

**Published:** 2023-05-08

**Authors:** So Young Park, Dong-Hoon Jeong

**Keywords:** rice, drought, rehydration, RNA-seq, differentially expressed gene

## Abstract

Drought is a harmful abiotic stress that threatens the growth, development, and yield of rice plants. To cope with drought stress, plants have evolved their diverse and sophisticated stress-tolerance mechanisms by regulating gene expression. Previous genome-wide studies have revealed many rice drought stress-responsive genes that are involved in various forms of metabolism, hormone biosynthesis, and signaling pathways, and transcriptional regulation. However, little is known about the regulation of drought-responsive genes during rehydration after dehydration. In this study, we examined the dynamic gene expression patterns in rice seedling shoots during dehydration and rehydration using RNA-seq analysis. To investigate the transcriptome-wide rice gene expression patterns during dehydration and rehydration, RNA-seq libraries were sequenced and analyzed to identify differentially expressed genes (DEGs). DEGs were classified into five clusters based on their gene expression patterns. The clusters included drought-responsive DEGs that were either rapidly or slowly recovered to control levels by rehydration treatment. Representative DEGs were selected and validated using qRT-PCR. In addition, we performed a detailed analysis of DEGs involved in nitrogen metabolism, phytohormone signaling, and transcriptional regulation. In this study, we revealed that drought-responsive genes were dynamically regulated during rehydration. Moreover, our data showed the potential role of nitrogen metabolism and jasmonic acid signaling during the drought stress response. The transcriptome data in this study could be a useful resource for understanding drought stress responses in rice and provide a valuable gene list for developing drought-resistant crop plants.

## 1. Introduction

Drought is an environmental stress that negatively affects plant growth and development, thereby causing a substantial decline in crop yields. Rice is extremely sensitive to drought stress during its entire life cycle [1]. With global climate change, variations in annual rainfall patterns, uneven distribution of rainfall in the rice-growing season, and insufficient rainfall in many areas contribute to drought stress in rice. Drought stress inhibits water uptake, decreases photosynthesis efficiency, and damages many metabolic processes, including membrane transport, energy production, and biosynthesis of many metabolites. Plants have evolved their drought avoidance and tolerance mechanisms. Drought avoidance can be achieved via enhanced water uptake by a deeper root system and reduced water loss by regulating stomatal closure. Osmotic adjustment and antioxidant accumulation are two major strategies for drought tolerance [2,3].

To understand the drought response mechanism, various genetic and molecular approaches have identified many rice genes regulated by drought conditions. Genome-wide transcriptomic approaches, such as microarray and RNA-seq, are widely used for profiling the differentially expressed genes (DEGs) under drought stress. It has been reported that more than 10% of rice genes are significantly up-regulated or down-regulated by drought stress [4,5,6,7]. Of the genes regulated by drought, metabolic process-related genes have been identified as major DEGs. Photosynthesis is the primary metabolic process that is the most sensitive to drought stress. This was due to the inhibition of CO_2_ uptake by drought-induced stomatal closure. Thus, many photosynthesis-related and carbon metabolism-associated genes are generally regulated by drought stress. Since carbon and nitrogen metabolism pathways are tightly coupled, the suppression of carbon assimilation by reduced photosynthetic efficiency affects the reprogramming of nitrogen metabolism in response to drought stress [8].

Abscisic acid (ABA) is the plant hormone that is increased under abiotic stress conditions such as drought [9,10]. Under drought stress, increased ABA levels induce many stress-responsive genes by activating transcription factors [11]. Other plant hormones are also involved in drought stress responses [12]. Antagonistic signaling crosstalk between ABA and other hormones, such as brassinosteroid, cytokinin, and auxin, contributes to drought stress responses [13,14,15]. Recent studies have reported that jasmonic acid (JA) signaling plays important roles not only in biotic stress responses, but also in abiotic stress responses, including drought [16]. JA levels are increased by drought stress, and Jasmonate ZIM-domain proteins (JAZ) and OsbHLH148 regulate drought-responsive genes in the JA signaling pathway [17,18].

Various transcription factors (TFs) regulate gene expression in response to drought stress. Of these, bZIP, AP2/EREBP, NAC, and MYB TFs are the most well-known genes that play a role in the drought stress response. Some of these TFs are activated or transcriptionally induced via ABA-dependent or ABA-independent signaling pathways during drought stress. Transgenic rice plants overexpressing these transcription factors exhibit increased drought-tolerant phenotypes [19]. For example, *OsbZIP23*-overexpressing rice plants exhibit ABA-sensitive and drought-tolerant phenotypes [20]. *OsbZIP23* is an ortholog of Arabidopsis *ABF/ABRE*, a major TF in the ABA-dependent signaling pathway. Of the TF AP2/EREBP family, OsDREB1A and OsDREB1B are key players in abiotic stress responses in an ABA-independent pathway. The overexpression of these genes results in enhanced tolerance to drought [21]. The overexpression of rice NAC transcription factors, including *OsNAC5*, *OsNAC6*, *OsNAC9*/*SNAC1*, and *OsNAC10*, also increases tolerance to drought [22,23,24,25]. In addition to these positive regulators, several TFs have been characterized as negative regulators of drought stress response. For instance, OsWRKY5 functions as a negative regulator of drought tolerance in rice [26]. The expression of OsWRKY5 is reduced by drought stress and ABA treatment. The overexpression of OsWRKY5 results in a drought-sensitive phenotype, whereas knockout exhibit enhanced drought tolerance. Although the potential use of the drought-repressed TFs for improving drought stress tolerance, in addition to drought-inducible TFs, exists, these genes have not been well reported.

Many studies have reported drought-responsive genes and their roles in drought stress response. However, little is known about the regulation of drought-responsive genes by rehydration after dehydration stress in rice. In this study, we aimed to identify the DEGs through RNA-seq analysis and to characterize the dynamics of gene expression patterns during dehydration and rehydration in rice seedlings. We also analyzed the dynamic expression patterns of genes involved in nitrogen metabolism, hormone signaling, and transcriptional regulation. The results of this study provide useful information for the development of drought-tolerant rice crops.

## 2. Results

### 2.1. Characterization of Rice Seedling Responses to Dehydration and Rehydration

To investigate the phenotypic and physiological responses of rice seedlings to dehydration and rehydration, 10-day-old rice seedlings were dehydrated for 8 h followed by rehydration for 1 or 3 days (Figure 1a). We first monitored the phenotypes of the plants exposed to dehydration and rehydration. The dehydration treatment caused leaf wilt and roll (Figure 1b). One day after re-watering, the rehydrated plants partially recovered. The three-day-rehydrated plants almost recovered from dehydration stress, and their leaves were more similar to the controls compared to the dehydrated plants. However, they remained smaller than those of the controls, and some leaf tips were still wilted.

We also measured the fresh weight of seedlings during dehydration and rehydration treatments. The dehydration treatment decreased the fresh weight by 72% compared to that of the control (Figure 1c). Compared with the dehydration-treated seedlings, rehydration for one day increased the fresh weight by 2.3 times. The fresh weight of the seedlings rehydrated for three days was similar to that of the seedlings rehydrated for one day. To determine the dehydration-induced damage to the photosynthetic systems, we measured chlorophyll fluorescence (Fv/Fm). Compared with the control plants, the 8 h dehydrated seedlings showed Fv/Fm values that were five times lower (Figure 1d). For the rehydrated seedlings, we measured the Fv/Fm values from damaged weak leaf tips and healthy recovered parts of leaves (Figure S1). The Fv/Fm values of the weak leaf tips from both 1 d rehydrated and 3 d rehydrated seedlings were approximately 0. In contrast, the healthy parts of leaves from the 1 d and 3 d rehydrated seedlings showed almost the same Fv/Fm values as the control plants. These results indicate that only some parts of the rehydrated seedlings recovered from dehydration stress.

### 2.2. Identification of Differentially Expressed Genes by Dehydration and Rehydration

To examine the transcriptomic response of rice seedlings to dehydration and rehydration, RNA-seq libraries were constructed and sequenced from two biological replicates of control: 8 h dehydrated and 1 d rehydrated seedling shoots. 

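RNA was taken from shoots of Nipponbare rice seedlings in 3 conditions with 2 libraries each. Control seedlings were 10 days old, dehydrated seedlings of the same age had been air-dried for 8 h, and rehydrated seedlings had been air-dried for 8 h and then re-watered for 1 day. Each library came from a pool of 20 plants, and the rehydrated seedlings were 11 days old at sampling, so that age and rehydration go together in every library. By Table S1, 12301262 and 11304662 mapped reads lay behind the control libraries, 11117838 and 12225610 behind the dehydration libraries and 11534260 and 10605084 behind the rehydration libraries. The authors converted the mapped reads to RPKM, which divides the reads of a transcript by its length and by the mapped reads of the library, and the paper's text names no further scaling between libraries. The RPKM table holds 66153 transcript models of 55801 loci, of which 6457 loci have several models, and the paper's text does not say how reads shared by several models were assigned. From these RPKM values, differences were tested with limma on log2(RPKM + 1), with all 6 libraries in 1 fit and 3 groups, for the 26790 transcripts with an RPKM of at least 1 in at least 2 libraries. A transcript was called a DEG at an adjusted p under 0.01 (Benjamini-Hochberg over the transcripts tested in a comparison) and a fold over 2 on that scale, and the log2 fold changes given at the results are differences of mean log2(RPKM + 1). With 2 libraries per condition, the p-values measure the spread between 2 pools of 20 plants each, and an exact two-sided permutation test of 2 libraries against 2 cannot go below p = 0.33.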

More than 10 million reads were obtained for each library (Table S1). 

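Dehydrated shoots had the fewest detected transcripts, although their libraries were not the shallowest. An RPKM above 0 was listed for 29992 and 31877 transcripts in dehydration replicates 1 and 2, for 32135 and 32606 in the control replicates and for 32316 and 32494 in the rehydration replicates. Transcripts of at least 1 RPKM numbered 20869 and 22402 after dehydration, 23755 and 24675 in the control and 24020 and 24509 after rehydration. The 10 most abundant transcripts took 9.61% and 6.59% of the summed RPKM after dehydration, 10.2% and 7.59% in the control and 6.32% and 5.20% after rehydration. At these depths, 1 read on a transcript of 1 kb corresponds to an RPKM of 0.0813 to 0.0943. The low values move in steps of that size. Of 5346 low transcripts from loci with 1 model, 98.9% stood at ratios of whole numbers (within 0.01) once the RPKM was multiplied by the mapped reads of Table S1, against 1.50% without this multiplication. Of all pairs of libraries, 0 held identical values.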

The sequence reads were mapped to the rice genome and the expression levels of genes were normalized as reads per kilobase of transcript per million mapped reads (RPKM) values. The biological replicates showed highly correlated gene expression profiles, as evidenced by Pearson’s correlation coefficients (R^2^) over 0.88 (Figure 2a). 

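The 2 libraries of each condition correlated across the transcripts above 0 in both. The squared Pearson correlation of log10 RPKM was 0.885 for the control shoots across 29482 transcripts above 0 in both libraries, 0.877 for the dehydrated shoots across 27632 and 0.894 for the rehydrated shoots across 29440. Restricted to transcripts of at least 1 RPKM in both libraries, the values were 0.893, 0.876 and 0.900, and over log2(RPKM + 1) of every transcript in the table they were 0.941, 0.933 and 0.944. These correlations are across transcripts, which are not independent replicates. The median difference between replicates on the log2 scale was 0.314 for tested transcripts that are the only model of their locus and 0.443 for those from loci with several models.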

Using principal component analysis (PCA), we confirmed that two biological replicates of each treatment clustered together (Figure 2b). 

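Each pair of replicates lay together on the first pair of components, with dehydrated shoots apart from control shoots on PC1 and rehydrated shoots apart from both on PC2. The control libraries had PC1 coordinates of -122 and -143, the rehydration libraries of -34.0 and -20.9 and the dehydration libraries of 176 and 144. On PC2 the rehydration libraries lay at -109 and -97.3, the control libraries at 42.9 and 87.1 and the dehydration libraries at 31.3 and 44.9. Differences between replicates of a condition made up 0.910% of the variance along PC1 and 3.36% of that along PC2.

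**Figure D1:**
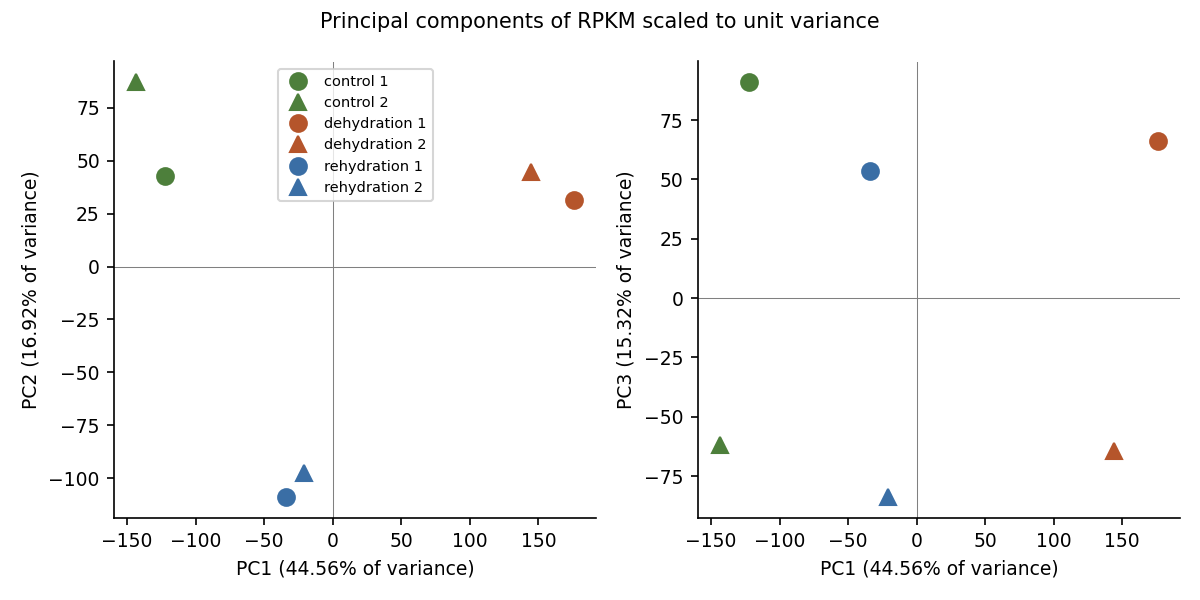
Each point is 1 library, with its coordinate on PC1 on the horizontal axes and on PC2 (left) or PC3 (right) on the vertical axes, where color gives the condition and shape the replicate number. The rehydration libraries lie between the control and the dehydration libraries on PC1 and below both on PC2, and on PC3 the replicates numbered 1 lie above 0 and those numbered 2 below it.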

The first principal component (PC1) accounted for 44.56% of the variance, whereas the second principal component (PC2) accounted for 16.92% of the variance. 

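With the RPKM of all 39894 transcripts above 0 in at least 1 library, each centred and scaled to unit variance, PC1 held 44.56% and PC2 16.92% of the variance. Dehydration was the main axis of difference between these shoots under every scaling tried. PC1 held 45.9% with log2(RPKM + 1) scaled, 65.6% with log2(RPKM + 1) only centred and 52.9% with transcripts of at least 1 RPKM in 2 libraries, and PC2 held 16.5%, 13.2% and 15.5%. Without scaling of the RPKM, PC1 held 89.1% and PC2 6.84%. PC3 held 15.3%, close to PC2, and 97.1% of its variance was within conditions. Along it, control replicate 1, dehydration replicate 1 and rehydration replicate 1 lay at 91.0, 66.0 and 53.5 and the replicates numbered 2 at -62.1, -64.6 and -83.8.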

PCA showed that the control, dehydrated, and rehydrated plants clustered apart. This result suggests that the transcriptome of the rehydration does not simply reflect recovery to that of the control condition and has a unique transcriptome composition.

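Rehydrated shoots were closer to control shoots than dehydrated shoots were, yet they did not reach the similarity seen between replicates. Between single libraries, the squared correlation of log10 RPKM ranged from 0.774 to 0.791 for control against rehydration, from 0.697 to 0.776 for dehydration against rehydration and from 0.494 to 0.592 for control against dehydration. The distance of the rehydration libraries from both other conditions was thus larger than the distance between replicates on each of these measures. It includes any effect of the additional day of growth.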

To identify differentially expressed genes (DEGs), pairwise comparisons among the three conditions were performed using the EdgeR program. Thresholds of adjusted *p*-value < 0.01 and fold change > 2 were set to identify significant DEGs. A total of 8311 (4517 up-regulated and 3794 down-regulated), 2766 (1755 up-regulated and 1011 down-regulated), and 4888 (2614 up-regulated and 2274 down-regulated) transcripts were identified from the comparisons of control vs. dehydration, control vs. rehydration, and dehydration vs. rehydration, respectively (Figure 2c). These DEG groups were designated as Groups 1–6 (Table S2). 

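Among the named transcripts, a late embryogenesis abundant protein and an abscisic acid synthesis gene rose on dehydration, and an alpha-expansin fell. The late embryogenesis abundant protein LOC_Os01g50910 (1 of 2 models of its locus), of a family that protects drying cells, went from an RPKM of 0.326 ± 0.216 (SD, n = 2) in the control to 372 ± 31.0 after dehydration and 68.1 ± 17.7 after rehydration. The 9-cis-epoxycarotenoid dioxygenase gene NCED3, which acts in ABA synthesis, went from 0.316 ± 0.0189 to 124 ± 2.17 and 70.1 ± 14.5, the homeobox-leucine zipper LOC_Os02g43330 from 0.564 ± 0.235 to 525 ± 51.7 and 111 ± 3.06, and an actin-depolymerizing factor (LOC_Os03g60580) from 4.50 ± 0.268 to 727 ± 136 and 296 ± 12.4. Among the transcripts that fell, the alpha-expansin OsEXPA4, which loosens cell walls, went from 29.4 ± 3.17 to 2.39 ± 0.197 and back to 48.5 ± 0.528, and a phosphoethanolamine methyltransferase (LOC_Os05g47540, 1 of 5 models of its locus) from 42.3 ± 6.16 to 0.858 ± 0.000199 and 2.76 ± 0.0418. An elongation factor P (LOC_Os11g02450) was listed at 0 in both dehydration libraries, against 30.4 ± 7.49 in the control and 29.6 ± 3.74 after rehydration. With limma and Benjamini-Hochberg adjustment, 2403 transcripts were higher and 3584 lower after dehydration than in the control, 208 higher and 19 lower after rehydration than in the control, and 1156 higher and 271 lower after rehydration than after dehydration. At an unadjusted p under 0.05 with the same fold, the 3 totals were 10506, 3438 and 6594. The log2 fold changes of dehydration against control were 8.14 for LOC_Os01g50910 (standard error 0.24, adjusted p = 0.00014), 6.57 for NCED3, 8.40 for LOC_Os02g43330 and -3.16 for OsEXPA4.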

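The direction of the whole transcriptome depends in part on the scaling between libraries. The median log2 fold change of all tested transcripts after dehydration was -0.30 with the RPKM as listed, -0.16 with median-ratio scaling and -0.04 with quantile normalization. Of the DEGs between rehydration and dehydration, 81.0% were higher after rehydration with the RPKM as listed, 69.5% with median-ratio scaling and 71.9% with quantile normalization. Of the DEGs between dehydration and control, 40.1% were higher after dehydration, against 47.7% and 48.0%. The number of calls also fell when 1 library was left out, even where that library was not part of the comparison. Such a fit has fewer samples to estimate the spread. A lost call here and below thus does not show that it rests on the library left out. Totals for dehydration against control were 318 without control replicate 1, 597 without control replicate 2, 1885 without dehydration replicate 1, 3694 without dehydration replicate 2, 3037 without rehydration replicate 1 and 3090 without rehydration replicate 2. Rehydration against control gave 1 DEG without dehydration replicate 1, 2 without dehydration replicate 2 and 0 without any other library, and rehydration against dehydration gave 951 without dehydration replicate 2 and 0 without any other library. At an unadjusted p under 0.05 with the same fold, the fits without 1 library gave 3263 to 3458 transcripts for the former comparison and 5382 to 7505 for the latter. The dehydration calls of the late embryogenesis abundant protein, NCED3, the homeobox-leucine zipper, the actin-depolymerizing factor, OsEXPA4, the phosphoethanolamine methyltransferase and elongation factor P were made again without each of the 6 libraries in turn.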

The number of overlapping transcripts among the DEG groups was analyzed to determine the correlation among the DEG groups. As a result, positive correlations were observed among Groups 1, 3, and 6. 

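Of 202 transcripts that rose on dehydration and were above the control after rehydration, 41 fell again between dehydration and rehydration, and for 161 no such fall was called. Groups 1 and 3 shared 202 transcripts, Groups 1 and 6 shared 261 and Groups 3 and 6 shared 41. If membership in 2 groups were independent, 18.7, 24.3 and 2.10 shared transcripts would arise. The odds ratios were 373 (95% interval 165 to 841), 297 (158 to 559) and 28.1 (19.5 to 40.5) by Fisher's exact test. The comparisons share libraries, however, and lists of the same sizes from a simulation without any difference between the conditions shared 124 transcripts for Groups 1 and 3 and 159 for Groups 1 and 6. The simulated value leaves out real effects and the value under independence leaves out the shared libraries, so the excess over either is not a measure of shared effects. Group 3 held 1 transcript without dehydration replicate 1, 2 without dehydration replicate 2 and 0 without any 1 of the other libraries.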

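OsEXPA4 of cell wall loosening, a protochlorophyllide oxidoreductase of chlorophyll formation (LOC_Os10g35370, 1 of 2 models of its locus) and elongation factor P of translation fell on dehydration and came back after rehydration. They were lower after dehydration than in the control (Group 2) and higher after rehydration than after dehydration (Group 5). Groups 2 and 5 shared 1099 transcripts, where 155 would be shared under independence and 604 in the simulation without differences, with an odds ratio of 180 (95% interval 137 to 235, Fisher's exact test). Groups 2 and 4, the latter lower after rehydration than in the control, shared 17 transcripts, where 2.54 would be shared under independence and 15.5 in the simulation, with an odds ratio of 55.3 (12.8 to 239). Groups 4 and 5 shared 3, where 0.820 would be shared under independence, with an odds ratio of 4.17 (adjusted p = 0.058, Benjamini-Hochberg over the pairs of groups). Group 4 held 19 transcripts in all and 0 without any 1 of the 6 libraries, and Group 5 held 873 without dehydration replicate 2 and 0 without any 1 of the other libraries.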

Positive correlations were also found among Groups 2, 4, and 5. However, Groups 1, 3, and 6 were negatively correlated with Groups 2, 4, and 5 (Figure 2d). This result indicates that drought-up-regulated genes (Group 1) overlapped more with rehydration-up-regulated genes (Group 3), and the genes in these two groups also overlapped with the rehydration-down-regulated genes in a comparison between dehydration and rehydration (Group 6). 

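Groups 1 and 4 shared 0 transcripts, Groups 1 and 5 shared 1, Groups 2 and 3 shared 1, Groups 2 and 6 shared 0, and Groups 3 and 5 shared 6, where 1.70, 104, 27.8, 36.3 and 8.98 would be shared under independence. Fisher's exact test gave no difference for Groups 1 and 4 (adjusted p = 0.44), with 19 transcripts in Group 4, nor for Groups 3 and 5 (odds ratio 0.657, adjusted p = 0.44), while the simulation without differences gave 97.8 for this pair. Groups 4 and 6 shared 2, where 0.192 would be shared under independence and 8.75 in the simulation (adjusted p = 0.021). Over all tested transcripts, fold changes of dehydration and rehydration against the control had a correlation of 0.755 and a covariance of 0.887, against 0.500 and 0.0770 from the shared control libraries alone in the simulation. For dehydration against control and rehydration against dehydration, the correlation was -0.841 and the covariance -1.20, against -0.499 and -0.0767. With 1 control library for each comparison and none shared, the former correlation was 0.609 or 0.616 and its covariance 0.781 or 0.797. With 1 dehydration library for each, the latter correlation was -0.686 or -0.727 and its covariance -1.03 or -1.13. This split was chosen after the values were seen.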

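Nearly every transcript called higher after rehydration than in the control had also been called higher on dehydration. Of the transcripts in Group 3, 97.1% were in Group 1, and of those in Group 6, 96.3% were in Group 1. Part of this comes from the shared libraries. Lists of these sizes from the simulation without differences shared 124 transcripts for Groups 1 and 3 and 159 for Groups 1 and 6, against 202 and 261 here. The late embryogenesis abundant protein LOC_Os01g50910 and the homeobox-leucine zipper LOC_Os02g43330 belonged to Groups 1, 3 and 6, that is, they were above the control in both treatments and lower after rehydration than after dehydration. NCED3 and the actin-depolymerizing factor belonged to Groups 1 and 3 and did not pass the test between rehydration and dehydration. Of the calls of these 4 genes and of a protein phosphatase 2C (LOC_Os06g48300) against the control after rehydration, none remained without either control replicate or either rehydration replicate, 1 without dehydration replicate 1, and 2 without dehydration replicate 2. Group 6 held 78 transcripts without dehydration replicate 2 and 0 without any 1 of the other libraries. In the other direction, 95.1% of Group 5 and 89.5% of Group 4 were in Group 2.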

We also noticed that drought-down-regulated genes (Group 2) overlapped more with rehydration-down-regulated genes (Group 4), and the genes in these two groups also overlapped with the rehydration-up-regulated genes in a comparison between dehydration and rehydration (Group 5). Although our results indicated a strong correlation among the DEG groups, we also observed a notable proportion of DEGs that are unique to each DEG group. This suggests that the rehydration does not merely signify a return to the control state, and some DEGs identified through comparison with rehydration may either sustain expression levels at the dehydration state or be preferentially regulated during rehydration.

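Of the 5987 transcripts called on dehydration, 4452 were not called in either comparison with rehydration. They were 3054 of 8602 at an unadjusted p under 0.01 and 4540 of 9719 at an adjusted p under 0.05. Of the transcripts raised by dehydration, 1981 were DEGs in that comparison alone, 220 were also lower after rehydration than after dehydration without a difference from the control, 161 were above the control in both treatments without a difference between them, and 41 were called in all 3 comparisons. Of the transcripts lowered by dehydration, 2471 were DEGs in that comparison alone, 1096 were higher again after rehydration without a difference from the control, 14 were below the control in both treatments, and 3 were called in all 3 comparisons. A transcript that misses the threshold in 1 comparison is not shown to be unchanged there, so these numbers are of calls and not of unique responses. Each of the 6 classes that need a rehydration call held 0 or 1 transcripts without any 1 library other than dehydration replicate 2, and without that library the restored classes held 75 and 854 and the other 4 held 0 or 1.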

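A few genes were called highest after rehydration at the thresholds used here, and more at looser ones. An aminotransferase (LOC_Os02g02210) had a mean RPKM of 0.871 ± 0.0205 (SD, n = 2) in the control, 8.40 ± 7.82 after dehydration and 127 ± 22.3 after rehydration, and the adenine phosphoribosyltransferase-like LOC_Os07g30150, of purine salvage, had 16.2 ± 2.09, 7.39 ± 0.531 and 59.2 ± 0.381. LOC_Os03g16950 went from 16.6 ± 5.60 and 8.63 ± 0.261 to 121 ± 14.7, LOC_Os03g01320 from 13.2 ± 0.568 and 7.74 ± 0.256 to 62.4 ± 1.44, and LOC_Os09g10010 from 23.7 ± 7.67 and 73.0 ± 8.54 to 313 ± 68.8. With the cytochrome P450 LOC_Os02g02230, these make up the 6 transcripts that limma called higher after rehydration than in both other conditions, with adjusted p (Benjamini-Hochberg) of 0.0029 to 0.0075 against the control and of 0.0039 to 0.0091 against dehydration. They were named because they made up this class, after their values were seen. Of such transcripts, 4 had no dehydration call, against 100 at an unadjusted p under 0.01 and 53 at an adjusted p under 0.05 (limma). Against the control, 2 of the 6 were called with a pseudocount of 0.1 and 2 without a trend, 1 without a filter and 0 with a fit of only the 2 groups compared, and all 6 with the other alternatives run on all libraries. Against dehydration 4 were called with a pseudocount of 0.1 and 4 without a trend, 1 without a filter, 0 with that fit, and 5 with a pseudocount of 0.5, with median-ratio scaling and with the replicate block. None of the 6 calls against the control was made without any 1 of the 6 libraries, and those against dehydration were made only without dehydration replicate 2, for 5 of the 6. From the overlaps among the groups together with the DEGs that belong to 1 group only, the paper proposes that rehydration is more than a return to the control state, and that part of the DEGs keep the level of the dehydrated state or respond mainly to rehydration.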

Gene ontology (GO) term enrichment was analyzed to characterize the biological functions of the genes in each DEG group (Table S3). The most significant GO terms from each DEG group are listed in Figure 2e, and the overlapping GO terms were analyzed. We found a strong correlation between significantly enriched GO terms in the DEG groups. Genes in Groups 1, 3, and 6 were enriched with GO terms, including carbohydrate metabolism, xylan catabolic process, cell wall macromolecule catabolic process, response to stimulus, and response to abscisic acid. However, these GO terms were less represented in Groups 2, 4, and 5. 

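Late embryogenesis abundant (LEA) proteins and dehydrins shield proteins and membranes as water is lost, and protein phosphatases 2C act as negative regulators of ABA signaling. Of 12 tested LEA and dehydrin transcripts, 11 were higher and 0 lower after dehydration than in the control, with a median log2 fold change of 4.45. After rehydration, 4 were still higher than in the control (10 at an unadjusted p under 0.05, limma), with a median log2 fold change of 2.89. Against dehydration, 2 were lower after rehydration (10 at an unadjusted p under 0.05). The dehydrin RAB 16C (LOC_Os11g26760) had a mean RPKM of 1.19 ± 0.523 (SD, n = 2) in the control, 316 ± 118 after dehydration and 106 ± 59.9 after rehydration. Of 7 tested phosphatases 2C, 6 were higher and 0 lower after dehydration (median log2 fold change 3.26). After rehydration, 1 was higher than in the control (6 at an unadjusted p under 0.05, limma), with a median log2 fold change of 1.85. Against dehydration, 2 were lower after rehydration (6 at an unadjusted p under 0.05). LOC_Os06g48300 went from 4.46 ± 1.34 to 549 ± 42.5 and 189.9 ± 13.6, and LOC_Os01g46760 from 1.96 ± 0.117 to 34.1 ± 8.22 and 9.66 ± 0.901. Against all other transcripts, camera gave an adjusted p of 4.8e-09 for the LEA list and of 5.2e-05 for the phosphatases, and adjusted p = 0.38 and 0.20 with an estimated correlation between the genes of a list. The number of LEA transcripts called higher was 4 without control replicate 1, 6 without control replicate 2 or dehydration replicate 1 and 10 without dehydration replicate 2 or either rehydration replicate. That of the phosphatases was 2 without control replicate 1, 3 without control replicate 2, 5 without either dehydration replicate or rehydration replicate 1 and 6 without rehydration replicate 2. The members of both lists come from the hormone-responsive lists, and 11 of the LEA transcripts and 6 of the phosphatases were ABA-up-regulated genes, which rose as a whole. Tested against the other ABA-up-regulated genes alone, which was chosen after the values were seen, camera gave an adjusted p of 0.019 for the former and 0.057 for the latter. In addition, the search for xylan-degrading enzymes found 1 member that was too low to be tested.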

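Some of the genes that carry nitrogen into amino acids or use glutathione fell on dehydration, while others of the same kind rose. Glutathione S-transferases join glutathione to reactive compounds. Of 4 tested glutathione S-transferases, LOC_Os01g55830 fell from a mean RPKM of 267 ± 39.6 (SD, n = 2) to 68.8 ± 1.45 and stood at 190.5 ± 7.77 after rehydration, and LOC_Os04g35560 (1 of 2 models of its locus) rose from 11.3 ± 0.764 to 118 ± 14.8 and stood at 44.2 ± 3.56. Both also passed the test between rehydration and dehydration, LOC_Os01g55830 as higher and LOC_Os04g35560 as lower after rehydration. Of these 2 dehydration calls, 1 remained without either control replicate. Of the 10 nitrogen assimilation genes of Table S6, 4 were higher and 5 lower after dehydration. These numbers were 1 higher and 0 lower without either control replicate, 2 higher and 1 lower without dehydration replicate 1, 3 higher and 2 lower without dehydration replicate 2 and 2 higher and 2 lower without either rehydration replicate.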

Genes in Groups 2, 4, and 5 were enriched with GO terms, such as photosynthesis, nitrogen metabolism, amino acid metabolism, glutathione metabolism, and phosphorylation. This correlation was consistent with the correlation between overlapping genes among the DEGs.

### 2.3. Clustering Analysis of the Differentially Expressed Genes during Dehydration and Rehydration

To examine the gene expression patterns during dehydration and rehydration, we performed clustering analysis using the normalized RPKM values of the DEGs. A heatmap was generated based on the z-score-transformed expression levels. To reflect the major expression trends and patterns, DEGs were assigned to five major clusters using the K-mean algorithm (Figure 3a). 

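K-means clustering with k = 10 was run on the z-scores of log2(RPKM + 1) of the 6054 transcripts called in any comparison, and each cluster was assigned to the expression pattern it correlated with most. Of these transcripts, 445 were in the pattern up in dehydration only, 1968 in up in dehydration and rehydration, 3268 in down in dehydration only and 373 in down in dehydration and rehydration.

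**Figure D2:**
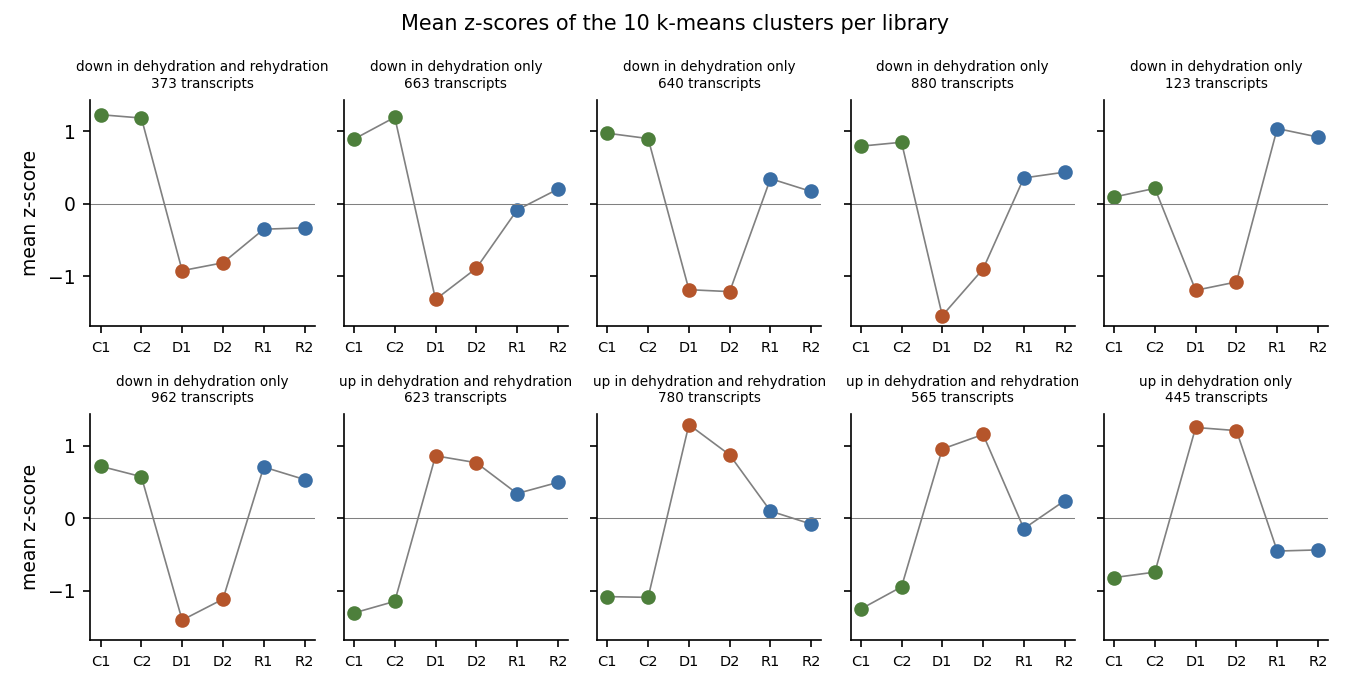
Each panel is 1 of the 10 clusters, with the 6 libraries (control C, dehydration D, rehydration R) on the horizontal axis and the mean z-score of log2(RPKM + 1) as points on the vertical axis. The panel titles give the pattern and the number of transcripts, and the cluster of 123 transcripts is highest in the rehydration libraries.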

The genes in cluster 1 were up-regulated by dehydration and their expression levels were restored by rehydration treatment. Meanwhile, the drought-up-regulated genes in cluster 2 maintained high expression levels after one day of rehydration. In contrast, the genes in clusters 3 and 4 were down-regulated by dehydration treatment. 

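Among transcripts raised by dehydration, the median log2 fold changes were 1.83 for dehydration and 0.36 for rehydration against the control in the pattern up in dehydration only, and 2.26 and 1.36 in the pattern up in dehydration and rehydration. Between rehydration and dehydration, limma called 135 transcripts of the former pattern and 136 of the latter. Against the control after rehydration, it called 0 of the former and 204 of the latter. LOC_Os01g52130, a sulfate transporter, belonged to the former with a mean RPKM of 4.23 ± 0.378 (SD, n = 2), 142 ± 5.56 and 11.8 ± 0.944 in control, dehydrated and rehydrated shoots, and the RING-type zinc finger LOC_Os06g48040 with 14.5 ± 0.640, 139.7 ± 15.9 and 26.2 ± 3.42. A chloride channel (LOC_Os02g35190, 1 of 2 models of its locus) was listed at 0 in both rehydration libraries, against 3.74 ± 0.927 in the control and 26.1 ± 7.44 after dehydration. A no apical meristem protein (LOC_Os05g10620, 1 of 3 models of its locus) was listed at 0 in the control and rehydration libraries, against 16.4 ± 3.95 after dehydration. Of the calls of these 4 genes and of another model of LOC_Os01g50910 between rehydration and dehydration, none remained without any 1 library other than dehydration replicate 2. The line between both patterns moves with the processing. With median-ratio scaling 1737 transcripts were up in dehydration only and 1155 up in dehydration and rehydration, with quantile normalization 2032 and 748, and with k = 5 1038 and 1375. Without 1 library, the number up in dehydration only was 72 without control replicate 1, 125 without control replicate 2 and 233 without dehydration replicate 1, and the number up in dehydration and rehydration was 170, 300 and 552 without these, 847 without dehydration replicate 2, 864 without rehydration replicate 1 and 841 without rehydration replicate 2.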

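Transcripts of the pattern down in dehydration only lay nearer to the control after 1 day of rehydration. Their median log2 fold change was -2.11 for dehydration and -0.45 for rehydration against the control, and limma called 1154 of them between rehydration and dehydration. A hydrogenase formation protein hypB-like transcript (LOC_Os01g20830) went from a mean RPKM of 42.1 ± 10.6 (SD, n = 2) to 1.18 ± 0.160 and 19.9 ± 3.02, and a CCT motif protein (LOC_Os02g05470, 1 of 2 models of its locus) from 38.8 ± 3.07 to 7.07 ± 0.605 and 50.5 ± 1.18. In the pattern down in dehydration and rehydration, the medians were -2.02 and -1.54, and 16 of its transcripts were called against the control after rehydration. The phosphoethanolamine methyltransferase LOC_Os05g47540 and the GTPase-activating protein LOC_Os07g31720 were in it and were called against the control after rehydration, and of both calls none remained without any 1 of the 6 libraries. Down in dehydration only held 2753 transcripts with median-ratio scaling and 2093 with quantile normalization, and down in dehydration and rehydration 439 and 902. Without 1 library, the former held 71 transcripts without control replicate 1, 152 without control replicate 2, 802 without dehydration replicate 1, 2172 without dehydration replicate 2, 1211 without rehydration replicate 1 and 1157 without rehydration replicate 2, and the latter 5, 20, 298, 171, 413 and 498.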

While the expression levels of cluster 3 genes were restored by rehydration, those of cluster 4 genes were still down-regulated under one-day rehydration condition. 

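Among the 10 clusters, 123 transcripts formed a cluster with the highest values after rehydration. Their mean z-scores were 1.04 and 0.92 in the rehydration libraries, 0.094 and 0.21 in the control libraries and -1.19 and -1.08 in the dehydration libraries. By its correlation this cluster was assigned to down in dehydration only, and 0 transcripts were assigned to up in rehydration only. With limma, 4 transcripts were higher in rehydration than in both the control and dehydration without a dehydration call, and 2 were lower than in both. Up in rehydration only held 38 transcripts with quantile normalization, 208 at an unadjusted p under 0.01 and 243 at an adjusted p under 0.05.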

Cluster 5 genes occupied a relatively small portion compared to the other clusters and showed rehydration-preferential expression patterns.

To gain insight into the biological functions of the genes in each cluster, GO term enrichment was analyzed (Table S4). Genes in clusters 1 and 2 were enriched in GO terms, including carbohydrate metabolism, transcriptional regulation, and nitrogen metabolic regulation. The genes involved in the water stress response were enriched only in cluster 1. Photosynthesis-related genes were highly enriched in cluster 3, whereas genes related to protein amino acid phosphorylation were enriched in cluster 4. In addition, both clusters 3 and 4 had enriched gene sets related to oxidation reduction. 

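The few photosynthesis genes found in the hormone-responsive lists fell on dehydration, and most were called higher again after 1 day of rehydration. The oxygen-evolving complex protein LOC_Os01g59090 and the 22 kDa protein LOC_Os04g59440 belong to photosystem II, and LOC_Os03g55120 is annotated as plastocyanin-like. Plastid uroporphyrinogen decarboxylase (LOC_Os01g43390, 1 of 2 models of its locus) acts in chlorophyll synthesis. The mean RPKM in control, dehydrated and rehydrated shoots was 58.3 ± 10.3 (SD, n = 2), 3.30 ± 2.11 and 48.0 ± 6.03 for LOC_Os01g59090, 48.0 ± 12.1, 10.5 ± 3.07 and 82.1 ± 10.2 for LOC_Os04g59440, 6.97 ± 2.85, 0.432 ± 0.0940 and 3.56 ± 0.437 for LOC_Os03g55120 and 34.9 ± 1.06, 9.98 ± 0.955 and 37.1 ± 1.96 for LOC_Os01g43390. A fructose-1,6-bisphosphatase of the Calvin cycle (LOC_Os06g45370) had 22.1 ± 6.47, 1.33 ± 1.54 and 16.6 ± 4.33. Of 3 tested transcripts found by the search for light harvesting and photosystems, 3 were lower after dehydration and 2 higher after rehydration than after dehydration. Of 2 of chlorophyll synthesis, 2 were lower and 2 higher again, and of 1 Calvin cycle enzyme 1 was lower and 0 higher again (1 at an unadjusted p under 0.05, limma). Of 5 plastid ribosomal proteins, 3 were lower after dehydration and 3 higher after rehydration than after dehydration, with a median log2 fold change of -2.39 on dehydration (camera adjusted p = 0.076, and adjusted p = 0.53 with an estimated correlation). The number of photosystem transcripts called on dehydration was 0 without either control replicate, 2 without dehydration replicate 1 or either rehydration replicate and 1 without dehydration replicate 2, and that of plastid ribosomal proteins was 0 without either control replicate, 3 without either dehydration replicate and 2 without either rehydration replicate. Of the calls of LOC_Os01g43390 and LOC_Os06g45370, none remained without either control replicate, and 1 without dehydration replicate 1 or either rehydration replicate. These transcripts come from the hormone-responsive lists alone, whose annotation names few photosynthesis genes.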

The genes in cluster 5, which were rehydration-preferentially expressed genes, were enriched with GO terms, including oxidative stress response and chitin metabolism. 

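Chitinases cut the chitin of fungal walls, and the 4 in the annotation at hand come from the hormone-responsive lists. The endochitinase LOC_Os06g51060 had a mean RPKM of 17.0 ± 7.64 (SD, n = 2) in the control, 147 ± 58.5 after dehydration and 201 ± 54.6 after rehydration, and the chitinase LOC_Os08g40690 had 0.561 ± 0.121, 14.6 ± 0.528 and 1.37 ± 0.572. OsChib3H-c (LOC_Os11g47510) was listed at 0 in both control libraries, with 3.80 ± 2.35 after dehydration and 0.327 ± 0.265 after rehydration. Of 4 tested chitinases, 3 were higher after dehydration than in the control, with a median log2 fold change of 2.61, and 1 was lower after rehydration than after dehydration (1 higher and 2 lower at an unadjusted p under 0.05). Between rehydration and control, limma called 0 of them (2 at an unadjusted p under 0.05). The number of chitinases called on dehydration was 0 without either control replicate, 1 without dehydration replicate 1 and 2 without dehydration replicate 2 or either rehydration replicate. A list of class III peroxidases had 0 members in the annotation at hand.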

We also analyzed the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment of the gene clusters (Table S5). We found that metabolic pathway-related genes were enriched in all clusters. The pathways involved in carbon metabolism, glycolysis, and pyruvate metabolism were enriched in clusters 1 and 3, implying that the genes associated with these pathways were up- or down-regulated by dehydration and rapidly restored by rehydration. MAPK signaling pathway-related genes were enriched in clusters 1 and 2, whereas photosynthesis-related genes were highly enriched in cluster 3. Genes related to nitrogen and secondary metabolism were mostly enriched in clusters 3, 4, and 5. These results suggest that dehydration and rehydration treatments have variable effects on gene expression.

To confirm the expression patterns of the DEGs in the five clusters, 14 representative DEGs were selected, and their expression levels were analyzed by qRT-PCR (Figure 4). In this experiment, seedlings treated with three-day rehydration were also included to monitor the expression patterns during recovery after dehydration. 

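Trehalose-6-phosphate synthase makes the precursor of trehalose, a sugar tied to sugar signaling and stress, and dehydrins protect drying cells. In control, dehydrated and rehydrated shoots, the mean RPKM of the synthase LOC_Os02g54820 (1 of 3 models of its locus) was 14.2 ± 2.53 (SD, n = 2), 154 ± 8.21 and 46.5 ± 1.67 and that of the dehydrin LOC_Os02g44870 27.6 ± 8.81, 2108 ± 88.8 and 836 ± 112. The phosphatase LOC_Os03g49440 (1 of 2 models of its locus) was listed at 0 in both control libraries, with 12.2 ± 3.04 after dehydration and 10.2 ± 6.30 after rehydration. The log2 fold change from dehydration to rehydration was -1.70 for the synthase (standard error 0.19, adjusted p = 0.0052, limma and Benjamini-Hochberg) and -1.34 for the dehydrin (adjusted p = 0.023), and that of the phosphatase did not pass the test (adjusted p = 0.60). All 3 were called on dehydration, and of these calls 2 remained without either control replicate or dehydration replicate 1. The call of the synthase between rehydration and dehydration was not made without any 1 of the 6 libraries. The search for other trehalose genes gave 2 tested transcripts, with 0 called on dehydration (1 at an unadjusted p under 0.05, limma).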

In cluster 1, the genes encoding trehalose-6-phosphate synthase (LOC_Os02g54820), phosphatase (LOC_Os03g49440), and dehydrin (LOC_Os02g44870) were up-regulated by dehydration and rapidly down-regulated by rehydration (Figure 4a). In contrast, the genes encoding the hypoxia-responsive family protein (LOC_Os02g37930), MYB family transcription factor (LOC_Os04g43680), and ubiquitin family proteins (LOC_Os02g06640) were up-regulated by dehydration and slowly down-regulated by rehydration (Figure 4b). Of these, dehydration up-regulated the expression levels of LOC_Os02g37930 and LOC_Os04g43680, maintained even in the three-day rehydrated seedlings, whereas that of LOC_Os02g37930 was reduced to the expression level of the control. 

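The mean RPKM in control, dehydrated and rehydrated shoots was 32.5 ± 4.43 (SD, n = 2), 278 ± 87.9 and 193 ± 110.4 for the hypoxia-responsive protein, 9.22 ± 2.48, 77.3 ± 3.79 and 70.9 ± 21.1 for the MYB transcription factor and 484 ± 53.9, 2127 ± 159 and 1953 ± 4.41 for the ubiquitin family protein (1 of 3 models of its locus), which belongs to the system that tags proteins for breakdown. The log2 fold changes on dehydration were 3.03 (adjusted p = 0.0034), 2.96 (adjusted p = 0.00098) and 2.14 (adjusted p = 0.0028) by limma with Benjamini-Hochberg adjustment. Between rehydration and dehydration they were -0.61, -0.15 and -0.12, and none passed the test (adjusted p = 0.35, 0.72 and 0.79). Against the control after rehydration, LOC_Os04g43680 alone was called (adjusted p = 0.0073), with 0.037 for LOC_Os02g37930 and 0.020 for LOC_Os02g06640. This call was not made without any 1 of the 6 libraries, and of the 3 dehydration calls, none remained without either control replicate, 1 without dehydration replicate 1, and 2 without dehydration replicate 2 or either rehydration replicate.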

The DEGs in cluster 3 were down-regulated by dehydration and rapidly up-regulated by rehydration. Among these, three genes encoding aminotransferase (LOC_Os08g41990), chlorophyll A-B binding protein (LOC_Os11g13890), and oxidoreductase (LOC_Os10g35370) were validated using qRT-PCR (Figure 4c). 

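The chlorophyll a/b-binding protein collects light, and the oxidoreductase LOC_Os10g35370, annotated as protochlorophyllide oxidoreductase, makes chlorophyll precursors. In control, dehydrated and rehydrated shoots, the mean RPKM was 97.9 ± 18.1 (SD, n = 2), 17.6 ± 2.43 and 102 ± 16.4 for the aminotransferase, 1404 ± 215, 54.3 ± 27.8 and 1215 ± 215 for the chlorophyll a/b-binding protein (1 of 5 models of its locus) and 120.2 ± 3.55, 5.54 ± 1.21 and 118 ± 19.9 for the oxidoreductase. The log2 fold changes were -2.40, -4.76 and -4.22 on dehydration and 2.47, 4.55 and 4.19 from dehydration to rehydration (adjusted p = 0.0045, 0.0045 and 0.0025, limma with Benjamini-Hochberg adjustment). After rehydration, none of the 3 was called against the control (adjusted p = 0.91, 0.83 and 0.96). Of the 3 dehydration calls, 1 remained without either control replicate, and of the 3 calls between rehydration and dehydration, none remained without any 1 library other than dehydration replicate 2.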

The representative DEGs in cluster 4 included LOC_Os07g31720 (GTPase-activating protein), LOC_Os09g29540 (OsWAK82), and LOC_Os05g50340 (MYB family transcription factor). These genes showed similar expression patterns in RNA-seq and qRT-PCR (Figure 4d). 

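OsWAK82 belongs to the wall-associated kinases, which link the cell wall to signaling, and GTPase-activating proteins switch off small GTPases. The mean RPKM in control, dehydrated and rehydrated shoots was 197 ± 37.8 (SD, n = 2), 34.6 ± 3.21 and 37.7 ± 8.45 for LOC_Os07g31720, 17.2 ± 3.21, 0.547 ± 0.382 and 1.44 ± 0.724 for OsWAK82 and 38.3 ± 5.61, 1.2 ± 1.69 and 5.13 ± 5.45 for LOC_Os05g50340. On dehydration the log2 fold changes were -2.46 (adjusted p = 0.0011), -3.57 (adjusted p = 0.0012) and -4.41 (adjusted p = 0.0079), by limma with Benjamini-Hochberg adjustment. After rehydration against the control they were -2.36, -2.92 and -3.04, with adjusted p = 0.0075, 0.013 and 0.10, so that the GTPase-activating protein alone was called. The values of LOC_Os05g50340 differed widely between replicates. Of the 3 dehydration calls, none remained without either control replicate, and 2 without either dehydration replicate, and the call of LOC_Os07g31720 after rehydration was not made without any 1 of the 6 libraries. Of 3 tested receptor-like and wall-associated kinases named by the annotation, limma called 0 on dehydration (2 higher at an unadjusted p under 0.05).

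**Figure D3:**
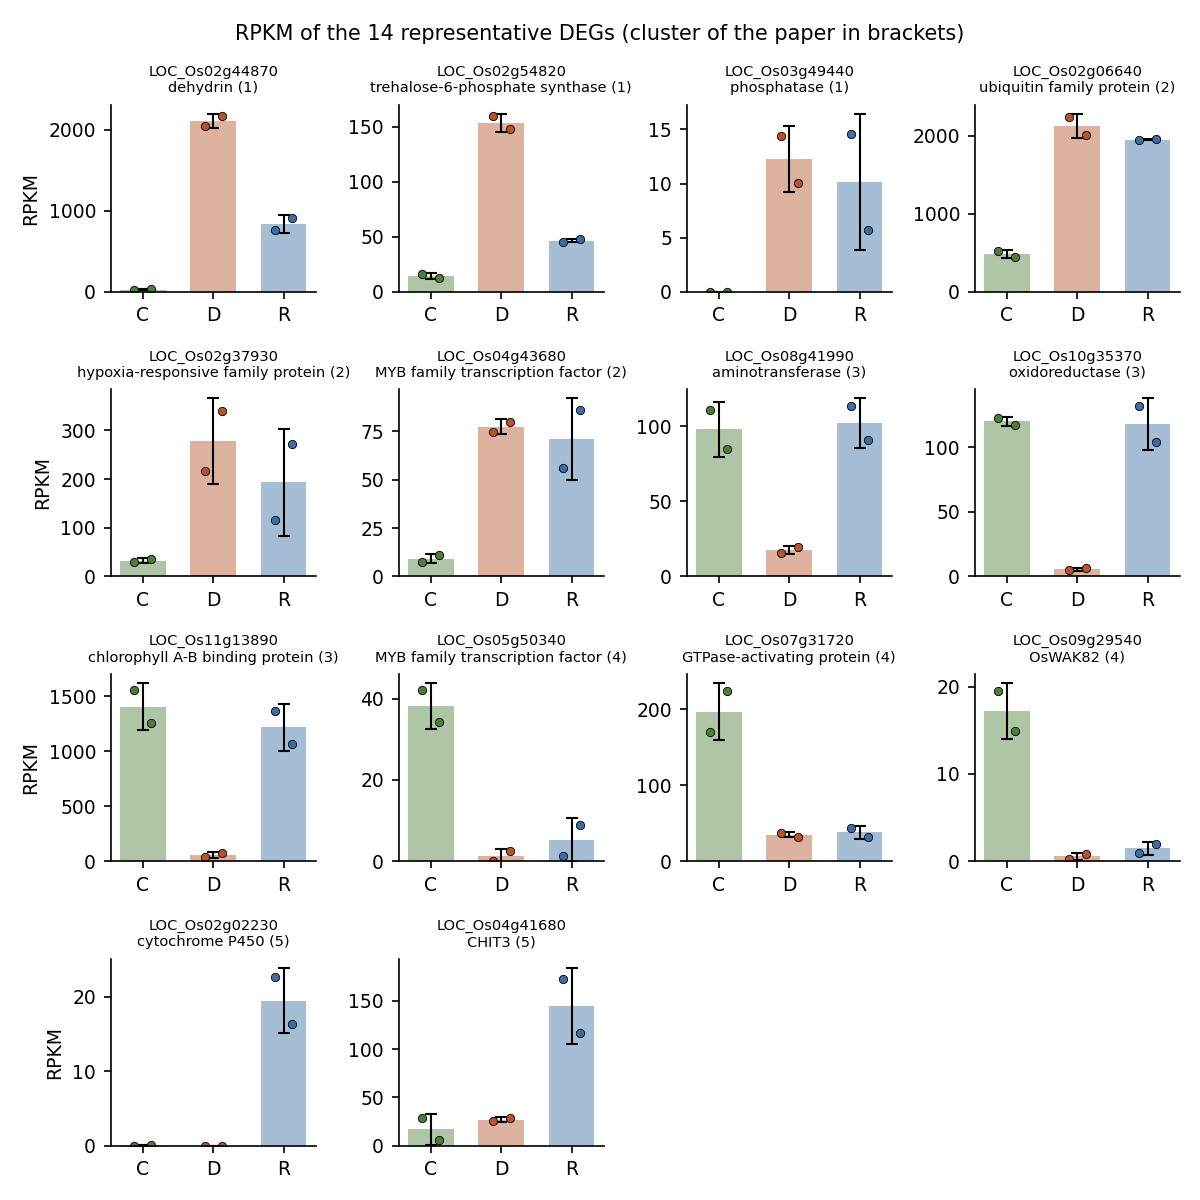
Each panel is 1 of the 14 representative genes, with control (C), dehydration (D) and rehydration (R) on the horizontal axis and RPKM on the vertical axis, where bars are means, error bars the SD and points the 2 libraries. The genes of clusters 1 and 2 are lowest in the control, those of clusters 3 and 4 lowest after dehydration, and the cytochrome P450 and CHIT3 highest after rehydration.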

Their expression levels after the three-day rehydration treatment did not fully recover to the control expression levels. 

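A cytochrome P450 (LOC_Os02g02230), of a large family of oxidizing enzymes, and a chitinase CHIT3 (LOC_Os04g41680) had their highest RPKM after rehydration. The P450 was listed at 0 and 0.112 in the control libraries, at 0 in both dehydration libraries and at 22.6 and 16.3 in the rehydration libraries. CHIT3 had a mean RPKM of 17.1 ± 16.0 (SD, n = 2) in the control, 26.9 ± 2.46 after dehydration and 145 ± 39.4 after rehydration. Of 14 tested P450 transcripts, 3 were higher and 3 lower after dehydration, with a median log2 fold change of 0.30 (camera adjusted p = 0.46). LOC_Os12g39310 rose from 0.146 ± 0.0767 to 13.8 ± 3.26 and LOC_Os08g43440 fell from 13.2 ± 3.12 to 0.545 ± 0.143. The numbers of P450 transcripts called were 0 higher and 0 lower without either control replicate, 2 higher and 2 lower without dehydration replicate 1, 1 higher and 1 lower without dehydration replicate 2 and 2 higher and 1 lower without either rehydration replicate.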

The genes encoding cytochrome P450 (LOC_Os02g02230) and CHIT3 (LOC_Os04g41680) were representative DEGs in cluster 5. They were specifically up-regulated by the rehydration treatment, and their up-regulated expression levels were maintained after the three-day rehydration treatment. These results indicate that the expression patterns of selected DEGs in qRT-PCR were found to correlate with those of RNA-seq, and the genes and drought-responsive DEGs were differentially regulated during rehydration.

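The increase of the P450 after rehydration was a log2 fold change of 4.26 against the control (standard error 0.30, adjusted p = 0.0029, limma with Benjamini-Hochberg adjustment). For CHIT3, the log2 fold changes of 3.35 against the control and 2.36 against dehydration did not pass the test (adjusted p = 0.044 and 0.048). Its control libraries stood at 28.3 and 5.75. The call of the P450 against the control was not made without any 1 of the 6 libraries, and its call against dehydration was made only without dehydration replicate 2. The files used here cover 1 day of rehydration.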

### 2.4. Differential Expression of Nitrogen Metabolism Related Genes during Dehydration and Rehydration

GO and KEGG enrichment analyses revealed that nitrogen metabolism-related genes were enriched in the DEG clusters. To gain insight into the biological role of nitrogen metabolism during dehydration and rehydration, we examined the expression patterns of genes involved in nitrogen uptake, assimilation, and signaling from our RNA-seq data. Of the 67 nitrogen metabolism-related genes, 31 (46.3%) were found to be differentially expressed (Figure 5a; Table S6). These include 8 down-regulated and 17 up-regulated genes following dehydration treatment. 

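Genes of nitrogen uptake, assimilation and signaling changed in both directions on dehydration. Of the 31 genes of Table S6, all of which were tested, 17 were called in at least 1 comparison with limma. By role, 6 of 16 uptake genes, 9 of 10 assimilation genes and 2 of 5 signaling genes were called. OsAMT1.1, an ammonium transporter, fell from a mean RPKM of 50.4 ± 5.04 (SD, n = 2) to 8.72 ± 4.01 and stood at 38.4 ± 2.64 after rehydration, and the amino acid transporter OsAAP4 (1 of 3 models of its locus) fell from 8.64 ± 2.29 to 1.61 ± 0.635 and stood at 3.09 ± 0.164. OsAAP5 (1 of 2 models of its locus), another amino acid transporter, rose from 1.38 ± 0.374 to 9.54 ± 0.836 and stood at 3.33 ± 0.0425. In assimilation, the glutamate synthase OsNADH-GOGAT1 rose from 49.99 ± 3.97 to 149 ± 19.9 and stood at 63.4 ± 6.80, and the aminotransferase OsAAT2 (1 of 2 models of its locus) rose from 44.0 ± 3.31 to 148 ± 39.1 and stood at 80.5 ± 8.82. Of the dehydration calls of OsAMT1.1, OsAAP5 and OsAAP4, none remained without either control replicate, 1 without dehydration replicate 1, and 2 without dehydration replicate 2 or either rehydration replicate, and of those of OsNADH-GOGAT1 and OsAAT2, none remained without either control replicate, and 1 without dehydration replicate 1 or either rehydration replicate. The paper chose these genes on the same samples, so the list is not independent of them.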

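On dehydration, limma called 8 nitrogen genes higher and 9 lower, and 11 higher and 9 lower when adjusted over the list alone. With quantile normalization 11 were higher and 7 lower, and with median-ratio scaling 11 and 8. From dehydration to rehydration, 4 were higher and 1 was lower after rehydration, and 9 and 5 when adjusted over the list alone. The numbers called on dehydration were 1 higher and 0 lower without control replicate 1, 2 higher and 0 lower without control replicate 2, 3 higher and 3 lower without dehydration replicate 1, 5 higher and 5 lower without dehydration replicate 2 and 4 higher and 4 lower without either rehydration replicate. Between dehydration and rehydration 3 were higher and 0 lower without dehydration replicate 2, and 0 were called without any 1 of the other libraries.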

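Against the control, no nitrogen gene of Table S6 passed the test after rehydration. With limma, 0 genes were higher and 0 lower, while 7 were higher and 3 lower at an unadjusted p under 0.05 with the same fold, and 1 higher and 1 lower when adjusted over the list alone. Of the genes called in any comparison, 0 were called in a comparison with rehydration without a dehydration call.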

Six genes were significantly up-regulated during rehydration treatment. Of these DEGs, nine representative genes were selected and further examined for dynamic expression pattern analysis. Among the nitrogen uptake-related genes, *OsNPF2.4* was down-regulated by dehydration and rapidly recovered by rehydration (Figure 5b). However, *OsNPF4.1* and *OsLHT1* were up-regulated by dehydration. 

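OsNPF2.4 (1 of 2 models of its locus), a transporter of the NPF family, had a mean RPKM of 73.6 ± 13.4 (SD, n = 2) in the control, 25.6 ± 10.7 after dehydration and 68.0 ± 4.68 after rehydration. The log2 fold change on dehydration was -1.54 (standard error 0.31, adjusted p = 0.0098, limma with Benjamini-Hochberg adjustment).

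**Figure D4:**
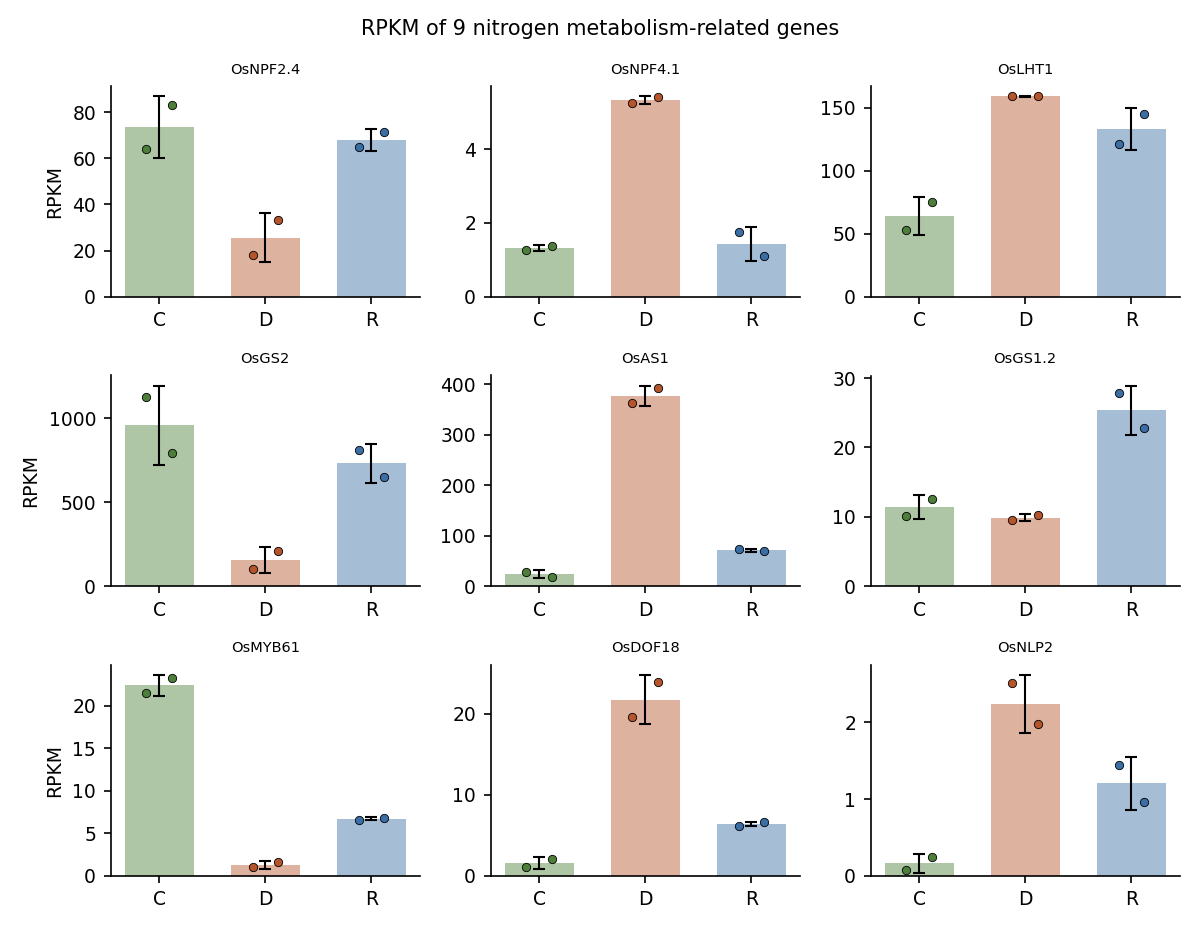
Each panel is 1 of 9 nitrogen metabolism-related genes, with control (C), dehydration (D) and rehydration (R) on the horizontal axis and RPKM on the vertical axis, where bars are means, error bars the SD and points the 2 libraries. OsNPF2.4, OsGS2 and OsMYB61 are lowest after dehydration, OsGS1.2 is highest after rehydration and the other 5 genes are highest after dehydration.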

During rehydration, the expression level of *OsNPF4.1* was decreased while that of *OsLHT1* was not significantly affected. 

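OsNPF4.1 belongs to the same transporter family, and OsLHT1 carries amino acids. In control, dehydrated and rehydrated shoots, OsNPF4.1 had a mean RPKM of 1.32 ± 0.0788 (SD, n = 2), 5.32 ± 0.114 and 1.43 ± 0.461, and OsLHT1 of 64.0 ± 15.4, 159 ± 0.208 and 133 ± 16.8. On dehydration the log2 fold changes were 1.45 (adjusted p = 0.0092) and 1.32 (adjusted p = 0.0058) by limma with Benjamini-Hochberg adjustment. From dehydration to rehydration, that of OsLHT1 was -0.26 (adjusted p = 0.43). Of the dehydration calls of OsNPF2.4, OsNPF4.1 and OsLHT1, none remained without any 1 library other than dehydration replicate 2, and 1 without dehydration replicate 2.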

For the nitrogen assimilation-related genes, *OsGS2* was down-regulated, whereas *OsAS1* was up-regulated by dehydration (Figure 5c). 

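OsGS2 is the plastid glutamine synthetase, and OsAS1 makes asparagine, which stores and carries nitrogen. OsGS2 (1 of 3 models of its locus) went from a mean RPKM of 958 ± 237 (SD, n = 2) in the control to 155 ± 76.2 after dehydration and 731 ± 114 after rehydration, and OsAS1 (1 of 4 models of its locus) from 23.8 ± 7.29 to 377 ± 20.1 and 71.1 ± 2.95. The log2 fold changes on dehydration were -2.69 (adjusted p = 0.0038) and 3.96 (adjusted p = 0.00041) by limma with Benjamini-Hochberg adjustment. Of both calls, 1 remained without any 1 library other than dehydration replicate 2.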

*OsGS1.2* was specifically up-regulated during rehydration. 

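OsGS1.2, a cytosolic glutamine synthetase, had a mean RPKM of 11.4 ± 1.74 (SD, n = 2) in the control, 9.88 ± 0.469 after dehydration and 25.3 ± 3.58 after rehydration. The log2 fold change after rehydration was 1.09 (adjusted p = 0.043) against the control and 1.27 (adjusted p = 0.012) against dehydration, and neither passed the threshold of 0.01 (limma with Benjamini-Hochberg adjustment). Both rehydration libraries, at 27.9 and 22.8, lay above all 4 libraries of the other conditions.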

Finally, *OsMYB61*, *OsDOF18*, and *OsNLP2*, which play a role in the nitrogen signaling pathway, were differentially expressed by dehydration (Figure 5d). *OsMYB61* was down-regulated, whereas *OsDOF18* and *OsNLP2* were up-regulated by dehydration. These results imply that nitrogen metabolism-related genes are dynamically regulated in seedling shoots during dehydration and rehydration to adapt to these adverse conditions.

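These regulators differ in kind, with a MYB, a Dof and an NIN-like factor. In control, dehydrated and rehydrated shoots, the mean RPKM was 22.4 ± 1.23 (SD, n = 2), 1.29 ± 0.456 and 6.71 ± 0.170 for OsMYB61, 1.56 ± 0.702, 21.7 ± 3.03 and 6.37 ± 0.285 for OsDOF18 (1 of 3 models of its locus) and 0.161 ± 0.121, 2.24 ± 0.376 and 1.21 ± 0.344 for OsNLP2. On dehydration the log2 fold changes were -3.37 (adjusted p = 0.00057), 3.17 (adjusted p = 0.00086) and 1.48 (adjusted p = 0.010) by limma with Benjamini-Hochberg adjustment, so that OsMYB61 and OsDOF18 were called and OsNLP2 was not. Of both calls, none remained without control replicate 1, and 1 without control replicate 2.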

### 2.5. Differential Expression of Hormone-Responsive Genes and Hormone Metabolism-Related Genes during Dehydration and Rehydration

Phytohormones play an important role in the dehydration response of plants. To investigate the role of plant hormones in rice dehydration and rehydration responses, we first compared hormone-responsive rice genes with our DEG data. The hormone-responsive rice genes were obtained by reanalyzing RiceXpro microarray data [27]. As a result, 820 ABA-up-regulated genes and 747 ABA-down-regulated genes were identified from the seedling shoots treated with ABA (Table S7). 

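The 4 complete lists of Table S7 give probes of the microarray together with loci of the rice annotation. The 820 entries of ABA-up-regulated genes named 645 loci, of which 614 transcripts were in the RPKM table and 554 were tested. For ABA-down-regulated genes, 747 entries named 616 loci, with 583 transcripts and 521 tested. IAA-up-regulated genes gave 240 loci from 269 entries, with 223 transcripts and 176 tested, and IAA-down-regulated genes gave 108 loci from 112 entries, with 100 transcripts and 72 tested. Of the JA-up-regulated genes, 309 entries were at hand, a part of that list, and the JA and trans-zeatin lists were not analysed here.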

The number of genes up-regulated and down-regulated by indole acetic acid (IAA) were 269 and 112, respectively. With JA treatment, 687 and 639 genes were up-regulated and down-regulated, respectively. In the case of trans-zeatin treatment, 82 and 44 genes were identified as up-regulated and down-regulated genes, respectively. Because the number of ethylene- and gibberellin-responsive genes was limited, we excluded these genes from our analysis. 

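Abscisic acid closes stomata and switches on protectant genes as water is lost. Of 554 tested genes that ABA raises in shoots, 276 were called higher on dehydration and 22 lower. Among the former were NCED3, the LEA protein LOC_Os01g50910 and the actin-depolymerizing factor LOC_Os03g60580. ABA-up-regulated genes made up 276 transcripts of Group 1 (expected 49.7, odds ratio 11.3, 95% interval 9.47 to 13.4, adjusted p = 1.0e-139), 45 transcripts of Group 3 (expected 4.30, odds ratio 14.1, 95% interval 10.1 to 19.9, adjusted p = 5.9e-32) and 55 transcripts of Group 6 (expected 5.60, odds ratio 13.3, 95% interval 9.75 to 18.1, adjusted p = 2.3e-37), by Fisher's exact test with Benjamini-Hochberg adjustment over 24 pairs of list and group. They made up 22 transcripts of Group 2, fewer than the 74.1 expected, 7 of Group 5 and 0 of Group 4. ABA-down-regulated genes, among them elongation factor P and the protochlorophyllide oxidoreductase LOC_Os10g35370, made up 261 transcripts of Group 2 (expected 69.7, odds ratio 6.93, 95% interval 5.82 to 8.26, adjusted p = 4.6e-91) and 153 transcripts of Group 5 (expected 22.5, odds ratio 10.5, 95% interval 8.58 to 12.8, adjusted p = 1.3e-83). Group 4, with 19 transcripts, held 2 of them (expected 0.37, adjusted p = 0.078), with adjusted p = 0.038 at a pseudocount of 0.5. At an unadjusted p under 0.01 it held 39, where 14.4 would be expected (odds ratio 2.95, adjusted p = 4.5e-08). At an adjusted p under 0.05 it held 11, where 6.18 would be (adjusted p = 0.082). Without 1 library, ABA-up-regulated genes had odds ratios of 12.5 to 16.6 for Group 1, with 58 shared transcripts without control replicate 1, 86 without control replicate 2 and 150 without dehydration replicate 1. ABA-down-regulated genes had odds ratios of 6.52 to 10.6 for Group 2, with 13, 21 and 122 shared transcripts without these libraries, 156 without rehydration replicate 1 and 159 without rehydration replicate 2. Groups 3 to 6 shared 0 or 1 transcripts with these lists without any 1 library other than dehydration replicate 2. Without that library, the odds ratio was 9.68 for ABA-up-regulated genes in Group 6 and 9.30 for ABA-down-regulated genes in Group 5. The background was the tested transcripts.

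**Figure D5:**
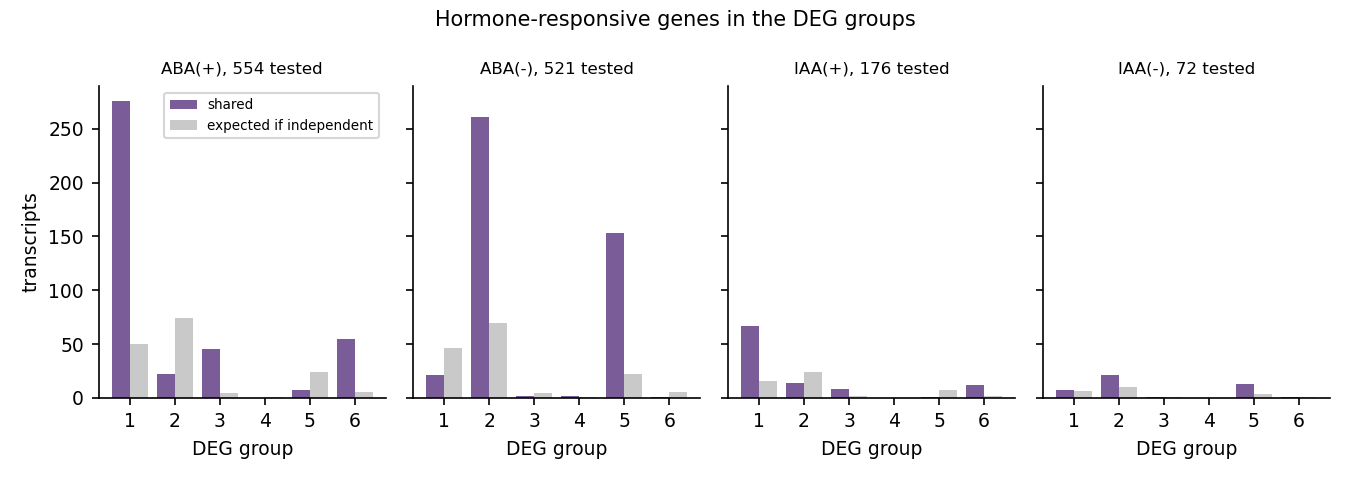
Each panel is 1 list of hormone-responsive genes, up-regulated (+) or down-regulated (-), with the DEG group on the horizontal axis and the number of transcripts on the vertical axis. Colored bars are the shared transcripts and gray bars the number expected if list and group were independent, and ABA(+) exceeds it in Groups 1, 3 and 6 and ABA(-) in Groups 2 and 5.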

By comparing the number of overlapping genes between hormone-responsive genes and DEGs identified from our data, ABA-up-regulated genes were significantly overlapped with the DEGs of Groups 1, 3, and 6, whereas ABA-down-regulated genes were highly overlapped with the DEGs of Groups 2, 4, and 5 (Figure 6a). This result is consistent with the finding that ABA is a major plant hormone involved in drought response. 

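Of 176 tested genes that IAA raises, 67 were called higher on dehydration and 14 lower. As a list they had an adjusted p of 0.14 by camera with an estimated correlation. Among the former were the phosphatase gene PP2C9, the homeobox gene LOC_Os03g10210 and the U-box protein LOC_Os09g21120. PP2C9 had a mean RPKM of 1.12 ± 0.184 (SD, n = 2) in the control, 92.8 ± 1.24 after dehydration and 36.0 ± 5.07 after rehydration, and LOC_Os03g10210 had 1.31 ± 0.0785, 199 ± 9.16 and 39.9 ± 5.54. LOC_Os09g21120 was listed at 0 in both control libraries, with 23.5 ± 1.60 after dehydration and 9.38 ± 0.311 after rehydration. IAA-up-regulated genes made up 67 transcripts of Group 1 (expected 15.8, odds ratio 6.39, 95% interval 4.70 to 8.69, adjusted p = 2.4e-25), 8 transcripts of Group 3 (expected 1.37, odds ratio 6.29, 95% interval 3.05 to 13.0, adjusted p = 0.00015) and 12 transcripts of Group 6 (expected 1.78, odds ratio 7.45, 95% interval 4.09 to 13.6, adjusted p = 7.8e-07), by Fisher's exact test with Benjamini-Hochberg adjustment. Group 2 held 14 of them, where 23.5 would be expected (adjusted p = 0.055). With 10 of the alternatives run on all libraries this adjusted p was 0.00019 to 0.038. Without 1 library, the odds ratio for Group 1 ranged from 7.14 to 9.19, with 13 shared transcripts without control replicate 1, 20 without control replicate 2 and 34 without dehydration replicate 1.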

DEGs in Groups 1, 3, and 6 also significantly overlapped with IAA-up-regulated genes. However, the DEGs in Groups 2, 4, and 5 overlapped less with IAA-down-regulated genes. 

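IAA-down-regulated genes overlapped with Groups 2 and 5, with lower odds ratios there than the ABA-down-regulated genes. The nitrate transporter-like LOC_Os10g22560 (1 of 3 models of its locus) was among them and went from a mean RPKM of 18.7 ± 0.149 (SD, n = 2) to 1.38 ± 0.300 and 10.0 ± 0.678, while LOC_Os01g62970 (1 of 2 models of its locus) of the same list rose from 4.42 ± 1.68 to 198 ± 22.9 and stood at 30.0 ± 3.12. Of 72 tested genes, 21 were in Group 2 (expected 9.63, odds ratio 2.68, adjusted p = 0.00070), 13 in Group 5 (expected 3.11, odds ratio 4.93, adjusted p = 3.0e-05) and 0 in Group 4, by Fisher's exact test with Benjamini-Hochberg adjustment. Group 1 held 7 of them (odds ratio 1.09, adjusted p = 0.95). For Group 2, 1 shared transcript was left without control replicate 1 (adjusted p = 0.89), 3 without control replicate 2 (0.054), 6 without dehydration replicate 1 (0.23) and 12 without either rehydration replicate (0.0049 and 0.0058). The dehydration call of LOC_Os10g22560 was not made without either control replicate. The difference between the IAA and ABA lists was not tested.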

Interestingly, we found that JA-responsive genes highly overlapped with the dehydration- and rehydration-responsive genes. JA is involved in biotic stress responses in plants. However, recent studies have reported that it also plays important roles in abiotic stress responses [16]. Thus, the significant overlap between JA-responsive genes and dehydration-responsive genes might be due to crosstalk between ABA and JA [16]. Cytokinins are also known to be involved in drought response through an antagonistic relationship with ABA. However, the DEGs in our data did not significantly overlap with the trans-zeatin responsive genes relative to other hormones. This might be due to a limited number of cytokinin-responsive genes in our data analysis. A comparison between hormone-responsive genes and DEG clusters also showed similar results (Figure 6b). 

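By expression pattern, genes raised by ABA and IAA were found in both patterns of transcripts raised by dehydration. Of the 1968 transcripts in the pattern up in dehydration and rehydration, 204 were called against the control after rehydration. Membership in it thus does not show that a transcript stayed raised. ABA-up-regulated genes made up 44 transcripts of the pattern up in dehydration only (odds ratio 5.56) and 232 of up in dehydration and rehydration (odds ratio 10.2), and IAA-up-regulated genes 11 (odds ratio 4.02) and 56 (odds ratio 6.03), by Fisher's exact test. ABA-down-regulated genes made up 252 transcripts of down in dehydration only (odds ratio 7.22) and 14 of down in dehydration and rehydration (odds ratio 1.99, adjusted p = 0.030, Benjamini-Hochberg). For IAA-down-regulated genes these were 22 (odds ratio 3.18) and 1 (odds ratio 0.998), and 7 IAA-up-regulated genes were in down in dehydration and rehydration (odds ratio 2.97, adjusted p = 0.019).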

ABA-up-regulated, IAA-up-regulated, and JA-up-regulated genes significantly overlapped with DEGs in clusters 1, and 2, whereas ABA-down-regulated and JA-down-regulated genes highly overlapped with DEGs in clusters 4 and 5.

Because many phytohormone-responsive genes were differentially expressed during dehydration and rehydration, we further examined the expression patterns of genes involved in hormone metabolism. Of the DEGs responsive to dehydration and rehydration, those involved in hormone biosynthesis, signaling, and deactivation were selected. Hormone-responsive gene analysis revealed that several genes involved in ABA, auxin, and JA were dynamically responsive during dehydration and rehydration (Figure 6c; Table S8). In addition, the expression patterns of some genes involved in the metabolism of other hormones were also regulated by dehydration and rehydration. These results imply that crosstalk between ABA, JA, and other hormones might play a role in dehydration and rehydration responses in rice.

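Genes of ABA synthesis and of auxin synthesis and signaling went both ways on dehydration, and 6 of 8 JA signaling genes, which are JAZ and ZIM repressors, were called higher. Of 99 tested genes of hormone synthesis, signaling and deactivation, 37 were higher and 24 lower after dehydration (45 and 29 when adjusted over the list alone), 6 higher and 0 lower after rehydration than in the control (27 and 15 at an unadjusted p under 0.05 with the same fold, limma), and 7 higher and 5 lower after rehydration than after dehydration. By hormone, 12 of 29 ABA genes were higher and 9 lower after dehydration (5 and 6 of 15 in synthesis and 7 and 3 of 12 in signaling), 6 and 10 of 25 auxin genes, and 6 and 2 of 11 JA genes. PSY3, a phytoene synthase of the carotenoid pathway that feeds ABA synthesis, went from a mean RPKM of 5.92 ± 0.170 (SD, n = 2) to 107 ± 23.0 and 38.5 ± 5.22. Of auxin genes, the tryptophan aminotransferase gene TAA1;3 fell from 33.0 ± 0.339 to 7.06 ± 0.540 and stood at 12.7 ± 0.427, the Aux/IAA gene IAA10 (1 of 2 models of its locus) fell from 32.7 ± 1.73 to 2.81 ± 0.649 and stood at 13.7 ± 0.465, and IAA20 rose from 0.818 ± 0.0488 to 47.5 ± 7.32 and stood at 3.88 ± 1.12. The dehydration calls of PSY3 and PP2C9 were made without each library in turn, and of those of TAA1;3, IAA10 and IAA20, 1 remained without control replicate 1, and 2 without control replicate 2. The numbers over the whole list were 9 higher and 0 lower without control replicate 1, 11 higher and 1 lower without control replicate 2, 19 higher and 11 lower without dehydration replicate 1, 22 higher and 21 lower without dehydration replicate 2, 24 higher and 14 lower without rehydration replicate 1 and 25 higher and 14 lower without rehydration replicate 2. The numbers after rehydration were 0 without any 1 of the 6 libraries against the control. Against dehydration they were 8 higher and 1 lower without dehydration replicate 2 and 0 without any 1 of the others. The paper chose these genes on the same samples, so they are not independent of them.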

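Of 21 cytokinin genes, 9 were higher and 3 lower after dehydration, of 11 ethylene genes 3 and 1, and of 4 gibberellin genes 1 and 0 (limma). The cytokinin receptor kinase HK3 (1 of 3 models of its locus) went from a mean RPKM of 30.8 ± 2.12 (SD, n = 2) to 131 ± 9.38 and 54.8 ± 0.627, the response regulator RR21 (1 of 3 models of its locus) from 22.9 ± 1.63 to 137 ± 7.36 and 56.2 ± 0.165, and PHP2 from 16.9 ± 2.50 to 0.867 ± 0.0784 and 3.29 ± 1.06. Of ethylene genes, EIN3;3 (1 of 2 models of its locus) of ethylene signaling rose from 37.3 ± 2.09 to 158 ± 7.10 and stood at 75.3 ± 2.99, ACO1 of ethylene synthesis rose from 12.8 ± 1.09 to 70.8 ± 21.1 and stood at 22.5 ± 1.51, and ACS (1 of 2 models of its locus) fell from 12.7 ± 4.61 to 0.826 ± 0.0911 and stood at 2.94 ± 0.289. GA2ox3, which inactivates gibberellin, rose from 6.26 ± 3.86 to 39.8 ± 2.45 and stood at 21.3 ± 5.74. Of the dehydration calls of HK3, RR21 and PHP2, 1 remained without either control replicate, of those of EIN3;3, ACO1 and ACS, none remained without either control replicate, and 2 without dehydration replicate 1, and that of GA2ox3 was made only without control replicate 2.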

### 2.6. Differential Expression of Transcription Factor Genes during Dehydration and Rehydration

Many transcription factors play crucial roles in responses to drought stress by regulating the expression of other genes [3]. In addition, their expression has been shown to be regulated by drought stress treatment. To investigate the responses of rice transcription factors during dehydration and rehydration, we examined the expression patterns of 2048 transcription factors registered in the Rice Transcription Factor Phylogenomics Database [28]. 

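Transcription factors set which genes answer to water loss, and factors of many families changed on dehydration. With limma, 291 of the 443 tested transcription factors of Table S9 were called in at least 1 comparison. On dehydration 182 were higher and 108 lower, and 214 and 127 when adjusted over the list alone. The paper chose the factors of this table on the same samples, so they are not independent of them.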

We found that 445 (21.7%) transcription factors were significantly regulated by dehydration and rehydration treatments (Figure 7a; Table S9). It is worth noting that more transcription factors encoding DEGs were identified in Groups 1 and 3 than in Groups 2 and 4. These ratios were higher than those from all DEGs shown in Figure 1c. This result indicates that there are more drought-up-regulated transcription factors than drought-down-regulated ones (Figure 7b).

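Among the transcription factors that the paper had called, raised ones outnumbered lowered ones in both comparisons with the control. After rehydration, limma called 27 higher and 0 lower than in the control (129 and 30 at an unadjusted p under 0.05 with the same fold), and 35 higher and 23 lower than after dehydration. With quantile normalization, the last pair of numbers was 29 and 30, and with median-ratio scaling 24 and 32. Without dehydration replicate 2, 1 was higher than in the control, and 25 were higher and 7 lower than after dehydration. Without any 1 of the other libraries, 0 were called in either comparison. Of the factors that Table S9 places in Group 1, 181 of 284 tested were called the same way, in Group 2 104 of 128, in Group 3 27 of 118 and in Group 4 0 of 27 (23 at an unadjusted p under 0.05). In Group 5 they were 35 of 76 and in Group 6 23 of 143, and in each group every tested factor had a fold change of the listed sign.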

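On dehydration, the median log2 fold change of the tested transcription factors was 1.17, and the numbers called were 29 higher and 4 lower without control replicate 1, 58 higher and 5 lower without control replicate 2, 69 higher and 30 lower without dehydration replicate 1, 93 higher and 69 lower without dehydration replicate 2, 108 higher and 51 lower without rehydration replicate 1 and 109 higher and 54 lower without rehydration replicate 2. With quantile normalization 205 were higher and 87 lower, and with median-ratio scaling 203 and 100.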

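Families differed in direction among the factors that the paper had called, which are not the whole families. Of 31 bZIP factors, of which several bind ABA-responsive promoters, 13 were higher and 4 lower after dehydration (limma), of 29 bHLH factors 10 and 6, of 13 C2H2 zinc fingers 10 and 1, of 8 heat stress factors (HSF) 6 and 0 and of 8 Tify factors 6 and 0. Lower were 8 of 10 C2C2-CO-like factors, with 2 higher, and 5 of 6 mTERF factors, with 0 higher. bZIP23 (1 of 2 models of its locus) went from a mean RPKM of 15.0 ± 1.72 (SD, n = 2) to 209.9 ± 26.7 and 114 ± 25.0, LOC_Os02g09830 from 0.665 ± 0.370 to 31.0 ± 8.99 and 3.51 ± 0.208, and LOC_Os02g03960 fell from 32.6 ± 0.113 to 2.16 ± 0.747 and stood at 16.2 ± 0.917. The bHLH factor LOC_Os09g28210 went from 1.36 ± 0.649 to 74.5 ± 37.8 and 11.0 ± 0.856, while LOC_Os04g23440 fell from 20.2 ± 6.40 to 4.09 ± 0.274 and LOC_Os04g35010 from 26.2 ± 2.92 to 8.26 ± 0.210. Of the 3 bZIP calls, 2 remained without control replicate 1, and of the 3 bHLH calls, none remained without control replicate 1, 1 without control replicate 2 or either dehydration replicate, and 2 without rehydration replicate 1. The bZIP numbers were 3 higher and 0 lower without control replicate 1, 4 higher and 1 lower without control replicate 2, 5 higher and 2 lower without dehydration replicate 1, 6 higher and 2 lower without dehydration replicate 2 and 11 higher and 3 lower without either rehydration replicate, and the bHLH numbers were 0 higher and 0 lower without control replicate 1, 2 higher and 0 lower without control replicate 2, 3 higher and 0 lower without dehydration replicate 1, 2 higher and 3 lower without dehydration replicate 2, 2 higher and 1 lower without rehydration replicate 1 and 2 higher and 2 lower without rehydration replicate 2. Without the RPKM filter the bHLH numbers were 2 and 2.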

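In the smaller families, the numbers called also fell when 1 library was left out. C2H2 numbers were 2 higher and 0 lower without control replicate 1, 4 higher and 0 lower without control replicate 2 or dehydration replicate 1, 5 higher and 0 lower without dehydration replicate 2 and 6 higher and 1 lower without either rehydration replicate. HSF factors called higher were 1 without either control replicate or dehydration replicate 1, 2 without dehydration replicate 2 and 4 without either rehydration replicate, Tify factors 2 without either control replicate, 3 without either dehydration replicate and 5 without either rehydration replicate, and mTERF factors called lower 0 without either control replicate, 1 without dehydration replicate 1 or either rehydration replicate and 2 without dehydration replicate 2. C2C2-CO-like factors called lower were 0 without either control replicate, 3 without dehydration replicate 1 or either rehydration replicate and 6 without dehydration replicate 2, and 3 mTERF factors were lower under either rescaling of the libraries.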

The DEGs belonging to the AP2/EREBP, NAC, MYB, WRKY, bZIP, and bHLH transcription factor families were over-represented in Groups 1, 3, and 6 (Figure 7c). This means that the DEGs in these families were mostly up-regulated rather than down-regulated by the dehydration treatment. 

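Homeobox-leucine zipper proteins take part in growth and water responses, and the homeobox family split between rising and falling members. Of the 27 homeobox factors that the paper had called, limma called 9 higher and 14 lower after dehydration and 4 higher after rehydration than in the control. Against dehydration, 6 were higher and 4 lower after rehydration. LOC_Os09g21180 rose from a mean RPKM of 1.55 ± 0.551 (SD, n = 2) to 97.3 ± 17.5 and stood at 11.6 ± 0.224, a call that was made without each library in turn. In the annotation of the hormone lists, 3 of 7 tested homeobox genes were higher and 2 lower (camera adjusted p = 0.11), with LOC_Os04g45810 at 18.0 ± 7.01, 311 ± 33.3 and 119.9 ± 8.88 in control, dehydrated and rehydrated shoots. The family's numbers called on dehydration were 4 higher and 0 lower without control replicate 1, 5 higher and 0 lower without control replicate 2, 4 higher and 4 lower without dehydration replicate 1, 6 higher and 8 lower without dehydration replicate 2 or rehydration replicate 2 and 6 higher and 7 lower without rehydration replicate 1. Those of the 7 genes were 1 higher and 0 lower without control replicate 1, 2 higher and 0 lower without control replicate 2, 1 higher and 1 lower without dehydration replicate 1, 3 higher and 1 lower without dehydration replicate 2 and 3 higher and 2 lower without either rehydration replicate. After rehydration, the family had 1 higher than in the control and 3 higher and 3 lower than after dehydration without dehydration replicate 2, and 0 without any 1 of the other libraries.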

Interestingly, the DEGs of MYB and Homeobox families were identified not only in Groups 1, 3, and 6 but also in Groups 2, 4, and 5. When the expression patterns of DEGs of four major transcription factor families were examined in detail, most of the DEGs in the AP2/EREBP and NAC families were up-regulated by dehydration, and their expression levels were recovered by rehydration (Figure 7d). In contrast, in the case of MYB transcription factors, 18 genes were up-regulated and 17 were down-regulated by dehydration treatment. 

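AP2/EREBP factors include the DREB and ERF proteins of stress responses, and NAC factors include regulators of senescence and drought tolerance. The numbers here are of factors that the paper had called on the same samples, not of whole families. Of 44 AP2/EREBP factors, limma called 25 higher and 3 lower after dehydration, 5 higher after rehydration than in the control, and 1 higher and 4 lower after rehydration than after dehydration. Of 39 NAC factors, 22 were higher and 3 lower after dehydration, 9 higher after rehydration than in the control and 4 lower after rehydration than after dehydration. LOC_Os11g06770 (1 of 2 models of its locus), annotated as ERF110, went from a mean RPKM of 0.0740 ± 0.105 (SD, n = 2) to 27.7 ± 2.80 and 11.8 ± 2.94, LOC_Os06g07030 from 6.69 ± 0.462 to 72.5 ± 5.43 and 21.1 ± 0.166, and LOC_Os05g47650 from 1.52 ± 0.132 to 26.1 ± 1.83 and 8.36 ± 1.25. The NAC factor LOC_Os11g03300 (1 of 2 models of its locus) went from 3.63 ± 0.285 to 251 ± 22.1 and 63.1 ± 8.05, LOC_Os12g03040 from 6.23 ± 0.0640 to 183 ± 9.38 and 50.7 ± 0.211, and LOC_Os07g48550 from 20.6 ± 5.33 to 380.2 ± 11.9 and 112 ± 3.42. The dehydration calls of these 6 genes were made without each library in turn. Over the families, the AP2/EREBP numbers were 4 higher and 1 lower without control replicate 1, 11 higher and 0 lower without control replicate 2, 14 higher and 0 lower without either dehydration replicate and 19 higher and 0 lower without either rehydration replicate. The NAC numbers were 6 higher and 0 lower without control replicate 1, 11 higher and 0 lower without control replicate 2, 12 higher and 0 lower without dehydration replicate 1 and 14 higher and 1 lower without dehydration replicate 2 or either rehydration replicate. After rehydration, 4 NAC factors were lower than after dehydration without dehydration replicate 2, and neither family had any other call without any 1 of the 6 libraries.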

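Of the 36 MYB factors of Table S9, limma called 14 higher and 12 lower after dehydration, 3 higher after rehydration than in the control, and 5 higher and 0 lower after rehydration than after dehydration. LOC_Os01g64360 rose from a mean RPKM of 2.22 ± 0.287 (SD, n = 2) to 159 ± 14.2 and stood at 64.2 ± 23.5, and LOC_Os05g37060 from 0.380 ± 0.537 to 57.0 ± 14.3 and stood at 22.6 ± 2.71. LOC_Os11g47460 (1 of 4 models of its locus) was listed at 0 in both dehydration libraries, against 14.5 ± 0.330 in the control and 8.04 ± 0.267 after rehydration. These 3 dehydration calls were made without each library in turn. Over the family, the numbers were 4 higher and 1 lower without control replicate 1, 7 higher and 1 lower without control replicate 2, 4 higher and 4 lower without dehydration replicate 1, 6 higher and 8 lower without dehydration replicate 2 and 9 higher and 8 lower without either rehydration replicate. Higher after rehydration than after dehydration were 3 without dehydration replicate 2 and 0 without any 1 of the others. Against the control 0 were called without any 1 of the 6 libraries.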

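WRKY factors act mainly in defense and senescence. Of the 29 WRKY factors that the paper had called, limma called 10 higher and 1 lower after dehydration. WRKY10 (LOC_Os01g09100) went from a mean RPKM of 1.70 ± 0.974 (SD, n = 2) to 31.4 ± 5.26 and 11.0 ± 2.24, WRKY71 (LOC_Os02g08440, 1 of 4 models of its locus) from 6.91 ± 3.16 to 56.7 ± 3.74 and 29.3 ± 1.12, and WRKY96 (LOC_Os12g32250) from 17.9 ± 0.645 to 65.5 ± 13.7 and 36.4 ± 0.280. Of these 3 dehydration calls, 1 remained without control replicate 1, and 2 without control replicate 2 or dehydration replicate 1. Over the family, the numbers were 1 higher and 0 lower without control replicate 1, 5 higher and 0 lower without control replicate 2, 2 higher and 0 lower without dehydration replicate 1, 5 higher and 2 lower without dehydration replicate 2, 8 higher and 0 lower without rehydration replicate 1 and 9 higher and 0 lower without rehydration replicate 2.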

In the case of the WRKY family, 17 and 4 genes were up-regulated and down-regulated, respectively, by dehydration. 

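After rehydration, none of the WRKY factors that the paper had called passed the test against the control. With limma, 0 of 29 were higher and 0 lower, while 12 were higher and 2 lower at an unadjusted p under 0.05 with the same fold, and 7 higher and 1 lower when adjusted over the list alone. In rehydration against dehydration, 0 were higher and 1 was lower.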

Finally, it is noteworthy that five genes encoding WRKY transcription factors were significantly up-regulated by rehydration treatment. The dynamic expression patterns of these transcription factors may contribute to the regulation of downstream gene expression to adapt to dehydration and rehydration stresses.

## 3. Discussion

In this study, we examined the genome-wide gene expression patterns in rice seedling shoots during dehydration and rehydration. As a result, approximately 14% of the rice genes were differentially expressed, and drought-responsive genes were further classified as those whose expression was rapidly or slowly restored after rehydration. In particular, genes involved in photosynthesis, nitrogen metabolism, hormone metabolism and signaling, and transcriptional regulation dynamically respond to dehydration and rehydration.

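The 6054 transcripts called in any comparison were 9.15% of the transcripts in the table and 22.6% of the transcripts tested, and they lay in 5520 loci, or 9.89% of the loci. Of the change on dehydration, transcripts that rose kept a median share of 0.337 after 1 day of rehydration and transcripts that fell a share of 0.413, on the RPKM scale. With median-ratio scaling and the transcripts called under it, these shares were 0.269 and 0.466.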

Photosynthesis-related genes are rapidly down-regulated by dehydration [29]. Our RNA-seq data revealed that the expression levels of these genes rapidly recovered by dehydration. This finding was supported by the photosystem II efficiency measured by Fv/Fm values. Fv/Fm values rapidly decreased with dehydration and recovered to control levels in healthy parts of the leaves within a day. Because of decreased photosynthetic efficiency, carbon metabolism-related genes were also affected by drought stress. This suggests that genes related to nitrogen metabolism may also be regulated by drought stress. Indeed, it has been reported that nitrogen metabolism-related genes are dynamically regulated by drought stress in Arabidopsis, soybean, apples, and maize [30,31,32,33]. Our RNA-seq data analysis supported that some rice nitrogen metabolism-related genes are significantly regulated by dehydration and rehydration. For instance, *OsNPF2.4*, *OsGS2*, and *OsMYB61* are down-regulated by dehydration and up-regulated by rehydration. In contrast, *OsNPF4.1/SP1*, *OsAS1*, and *OsDOF18* showed opposite expression patterns, which were up-regulated by dehydration and down-regulated by rehydration. These results imply that differential expression of nitrogen metabolism is required to balance carbon and nitrogen metabolism during adaptation to drought stress. 

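From dehydration to rehydration, the log2 fold change was 1.77 (adjusted p = 0.0077) for OsMYB61, 1.43 (adjusted p = 0.024) for OsNPF2.4 and 2.31 (adjusted p = 0.014) for OsGS2 by limma with Benjamini-Hochberg adjustment, of which that of OsMYB61 passed the threshold of 0.01. OsAMT1.1, of ammonium uptake, was also higher, by 2.08 (adjusted p = 0.0089). Of the calls of OsMYB61 and OsAMT1.1, none remained without any 1 library other than dehydration replicate 2, and 1 without dehydration replicate 2.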

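OsAS1 was lower after rehydration than after dehydration by a log2 fold change of -2.39 (adjusted p = 0.0047), and the changes of OsNPF4.1 and OsDOF18, -1.40 (adjusted p = 0.021) and -1.62 (adjusted p = 0.013), did not pass the threshold (limma with Benjamini-Hochberg adjustment). The call of OsAS1 was not made without any 1 of the 6 libraries.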

Further studies are required to understand the regulation of these genes in specific cell types during dehydration and rehydration.

ABA is a major phytohormone involved in drought stress response. Our data support the important role of ABA in the positive correlation between drought- and ABA-responsive genes. ABA-inducible genes tended to be up-regulated by dehydration, whereas ABA-repressible genes tended to be down-regulated by dehydration. 

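As whole lists, genes that ABA raises moved up on dehydration and genes that it lowers moved down, with NCED3 among the former and elongation factor P among the latter. The median log2 fold change on dehydration was 1.52 for ABA-up-regulated genes (camera adjusted p = 7.0e-28) and -1.48 for ABA-down-regulated genes (4.5e-14), 1.24 for IAA-up-regulated genes (4.6e-11) and -0.95 for IAA-down-regulated genes (0.0075). With an estimated correlation between the genes of a list, adjusted p = 0.0099 for ABA-up-regulated genes, 0.17 for ABA-down-regulated genes, 0.14 for IAA-up-regulated genes and 0.19 for IAA-down-regulated genes, so that the ABA-up-regulated genes alone held at 0.05 with the RPKM as listed. With that correlation and quantile normalization together, all 4 lists held (0.012, 0.048, 0.036 and 0.043), and with median-ratio scaling the first alone (0.036, 0.090, 0.066 and 0.090). Of 554 ABA-up-regulated genes, 454 had a fold change above 0, and of 521 ABA-down-regulated genes, 66.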

Given that other phytohormones, including cytokinin, auxin, brassinosteroid, ethylene, gibberellin, and JA, crosstalk with ABA during drought stress responses, it is assumed that genes regulated by other phytohormones are also differentially expressed during dehydration and rehydration. We only found that auxin- and JA-responsive genes overlapped significantly with our DEGs. This might be due to the limited numbers of cytokinin-, brassinosteroid-, ethylene-, and gibberellin-responsive DEGs in our analysis. Nevertheless, several genes involved in the biosynthesis and signaling of cytokinin, ethylene, and gibberellin were found to be differentially expressed during dehydration and rehydration. These results imply that the extent of the regulated gene numbers may vary depending on the crosstalk between ABA and other phytohormones. We noticed that JA-responsive genes significantly overlapped with drought-responsive genes compared to other phytohormone-responsive genes. JA-induced genes overlapped significantly with drought-induced genes, whereas JA-repressible genes overlapped with drought-repressible genes. Several studies have shown that JA is involved in drought responses via the interaction between JA and ABA signaling [34,35,36,37,38,39]. In rice, *OsJAZ1*, a JA co-receptor and transcriptional repressor, plays a negative role in drought resistance [17]. 

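JAZ and ZIM proteins repress JA signaling until JA removes them. In control, dehydrated and rehydrated shoots, JAZ1 had a mean RPKM of 9.95 ± 5.93 (SD, n = 2), 271 ± 5.34 and 152 ± 50.5, JAZ2 of 15.5 ± 4.28, 247 ± 2.40 and 106 ± 23.7, JAZ5 of 11.5 ± 2.42, 81.9 ± 31.1 and 68.3 ± 44.0, JAZ7 of 8.49 ± 3.78, 44.1 ± 13.2 and 21.4 ± 2.37, JAZ9 of 0.613 ± 0.0877, 18.3 ± 5.56 and 10.8 ± 5.41 and ZIM18 of 0.159 ± 0.225, 18.4 ± 11.1 and 12.8 ± 9.89. These 6 were called higher on dehydration, with log2 fold changes of 2.28 to 4.75 (limma with Benjamini-Hochberg adjustment). JAZ6 and ZIM8 (1 of 2 models of its locus) were not called, with log2 fold changes of 3.53 (adjusted p = 0.01005) and 0.69 (adjusted p = 0.057). After rehydration, JAZ1 and JAZ2 were still above the control (adjusted p = 0.0091 and 0.0065), and none of the 8 passed the test between rehydration and dehydration. Of the 6 dehydration calls, 2 remained without either control replicate, 3 without either dehydration replicate, and 5 without either rehydration replicate, and neither rehydration call was made without any 1 of the 6 libraries. In the rehydration libraries, JAZ6 stood at 9.49 and 37.1.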

We found that *OsJAZ1*, *OsJAZ2*, *OsJAZ5*, *OsJAZ6*, *OsJZA7*, *OsJAZ9*, *OsZIM8*, and *OsZIM18* were induced by dehydration, and their expression was differentially regulated during rehydration (Figure 5c). Moreover, dehydration down-regulated the expression of OsJMT2, OsJMT3, and JA biosynthetic genes. These results suggest that other JAZ proteins and JA signaling may also play a role in drought stress responses.

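JA carboxyl methyltransferases (JMT) turn JA into its volatile methyl ester. JMT2 (1 of 2 models of its locus) went from a mean RPKM of 11.6 ± 3.72 (SD, n = 2) to 0.290 ± 0.0633 and 9.95 ± 1.68, and JMT3 (1 of 2 models of its locus) from 15.6 ± 7.88 to 3.28 ± 0.255 and 4.74 ± 0.219. Both were called lower on dehydration, at -3.26 (adjusted p = 0.00098) and -1.87 (adjusted p = 0.0085) on the log2 scale, and JMT2 was higher again after rehydration by 3.08 (adjusted p = 0.0047), with p adjusted by the Benjamini-Hochberg method in limma. The 12-oxophytodienoate reductase OPR7 (1 of 2 models of its locus) of JA synthesis went from 25.8 ± 8.55 to 41.1 ± 9.62, and its log2 fold change of 0.67 (adjusted p = 0.24) did not pass the test. Of 2 tested JA synthesis enzymes in the annotation of the hormone lists, 0 were called on dehydration (1 higher at an unadjusted p under 0.05). Of the calls of JMT2 and JMT3, none remained without either control replicate, and 1 without either dehydration replicate or either rehydration replicate, and the call of JMT2 after rehydration was not made without any 1 of the 6 libraries.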

Dynamic gene expression changes during dehydration are attributed to drought-responsive TFs. Our RNA-seq data analysis revealed that ~22% of the rice TFs were differentially expressed during dehydration and rehydration. These include well-known drought stress-related TF families such as AP2/EREBP, MYB, WRKY, bZIP, and bHLH. Notably, the number of drought-inducible TF genes was much greater than that of the drought-repressible TF genes. Indeed, several studies have reported that the overexpression of drought-inducible TFs results in increased drought resistance. However, functional studies on drought-repressible TFs are relatively limited. As the knockout of drought-repressible TFs may also be useful for developing drought-resistant plants, the list of rice drought-repressible genes in our data will be a valuable resource for further study. In addition, it would be intriguing to study how drought-repressible genes are regulated by transcriptional and post-transcriptional regulation, which cannot be explained by the small number of drought-repressible TF genes.

There are several limitations in interpreting our results to understand dehydration- and rehydration-responsive gene expression. This is because the rehydrated samples were mixed tissues that were recovered and damaged. Indeed, healthy parts of leaves after rehydration showed recovered photosynthetic efficiency, while damaged parts of leaves from the same plant showed even lower photosynthetic efficiency compared to dehydrated leaves. Thus, gene expression patterns during rehydration represent the combined expression levels in both tissues. In addition, since bulk RNA-seq data reflect the overall status of gene expression in various cell types, it is difficult to distinguish tissue- or cell-type specifically expressed genes. Further studies using single-cell RNA-seq technology may reveal high-resolution gene expression patterns during dehydration and rehydration. Another limitation is that our data were obtained from the 8 h dehydration treatment, which is an acute condition and may not properly reflect the drought stress under real field conditions. Nevertheless, we expect that our data will be a useful resource for understanding drought stress responses in rice and will provide a useful gene list to develop drought-resistant crop plants.

## 4. Materials and Methods

### 4.1. Plant Growth Conditions and Stress Treatment

Dehusked rice seeds (*Oryza sativa* L. ssp. Japonica cv. Nipponbare) were sterilized and germinated on half-strength Murashige and Skoog (MS) medium (Duchefa Biochemie, Haarlem, Netherlands) containing 0.2% (*w*/*v*) phytagel (Sigma-Aldrich, St. Louis, MO, USA) in a sterile plastic box. The plants were grown in a growth chamber under continuous light conditions at 25 °C. For the dehydration treatment, 10-day-old seedlings were air-dried with a paper towel for 8 h as described in our previous studies [40,41]. Control plants were sampled at the same time as the dehydration treatment. Rehydration was performed by re-watering the 8 h dehydrated seedlings for 24 or 72 h. Biological replicates of seedling shoots from each treatment were collected, immediately frozen in liquid nitrogen, and stored at −80 °C until RNA extraction. Seedling shoots were collected by cutting above 0.5 Cm from the seeds. Each biological replicate was from a pool of 20 individual plants.

### 4.2. Measurements of Chlorophyll Fluorescence

The chlorophyll fluorescence (Fv/Fm) was measured using a portable fluorometer (FluorPen, FP1000; Photon Systems Instruments, Drásov, Czech Republic). The Fv/Fm ratio was measured in the fully expanded third or fourth leaf of each plant after 20 min of dark adaptation. For rehydrated seedlings, the Fv/Fm ratios of the weak and healthy parts were separately measured.

### 4.3. RNA-Seq Library Construction and Sequencing

Total RNA was isolated from the tissues using the Tri-RNA Reagent (Favorgen, FATRR 001; Ping Tung, Taiwan). The RNA concentration was measured using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA; ND-2000). The RNA quality was checked using a Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA; 2100 Bioanalyzer) and confirmed more than 8 RNA integrity numbers (RIN). RNA-seq libraries were constructed from two biological replicates using a TruSeq Stranded mRNA Library Prep Kit (Illumina, San Diego, CA, USA; RS-122-2101), according to the manufacturer’s protocol. RNA-seq libraries were constructed using the indexed adaptors provided in the kit and pooled for the sequencing. RNA-seq libraries were sequenced with a paired 2 × 75 bp length on the Illumina MiSeq platform.

### 4.4. Bioinformatic Analyses of RNA-Seq Data

The paired-end raw sequencing reads were cleaned by pre-processing with FastQC (Q20 and Q30 reads ≥ 80%) and adaptor trimming in a MiSeq platform. Mapping to the rice genome (Rice Genome Annotation Project, MSU v7.0) was conducted using the clean reads with 1 nt mismatch allowance using the CLC Genomics Workbench 20.0.4. Gene expression levels were normalized to reads per kilobase of transcript per million mapped reads (RPKM) using the same program. Differentially expressed genes were identified using an EdgeR program and defined as fold changes > 2 and adjusted *p*-values < 0.01. The *p*-values were adjusted using Benjamini and Hochberg’s approach for controlling the false discovery rate (FDR). Gene ontology (GO) enrichment analysis was conducted using agriGO version 2.0 using the DEGs in each group [42]. The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway was analyzed using KOBAS [43]. GO and KEGG terms with a *p*-values < 0.01 was considered as significantly enriched. Principal component analysis (PCA) was performed using RPKM values of all the mapped genes and visualized using TBtools [44]. DEG clustering was conducted using K-means with the Multiple Array Viewer (MeV) v4.9.0 [45]. The input data for DEG clustering were normalized z-scores. The distance metric was set as Pearson correlation, and k-mean values were set as 10. Manual curation was performed to select the five main clusters. To retrieve hormone-responsive genes, publicly available microarray data were downloaded from RiceXPro [27]. The hormone-responsive genes were identified with the criterial: fold changes > 2 and *t*-test *p*-values < 0.01.

### 4.5. Quantitiative RT-PCR

First-strand cDNAs were synthesized using a ReverTra Ace qPCR RT Master Mix with a gDNA Remover kit (Toyobo, FSQ-301; Osaka, Japan). qRT-PCR was performed using a KOD SYBR qPCR Mix kit (Toyobo, QKD-201; Osaka, Japan) with an Exicycler 96 Real-Time Quantitative Thermal Block System (Bioneer, Daejeon, Republic of Korea). The expression levels were calculated from two technical replicates of two biological replicates (n = 4) using the 2^−ΔCT^ method [46]. The rice *Actin1* gene was used as an internal control for normalization. The representative DEGs were selected based on the following criteria: being among the top 100 significant *p*-values, having an expression level of more than 10 RPKM in the highest expression condition, and having a functional annotation. Primers used in this study are listed in Table S10.

### 4.6. Statistical Analyses

Statistical significance of multiple sample comparison was determined using ANOVA with Tukey’s honest significant difference (HSD) test using R software (version 4.3.0). The correlation R^2^ values were calculated by a Pearson correlation method using R software (version 4.3.0). The statistical significance of the overlap between two gene groups was obtained from the website: http://nemates.org/MA/progs/overlap_stats.html (accessed on 7 May 2023).

## 5. Conclusions

In this study, we examined the genome-wide gene expression patterns in rice during dehydration and rehydration. The results showed that approximately 14% of the rice genes were differentially expressed, and drought-responsive genes were dynamically regulated during rehydration. Those DEGs were either rapidly or slowly recovered to control levels. Furthermore, some DEGs were preferentially regulated during rehydration, indicating that the rehydration response does not necessarily equate to a return to the control state. Our data showed the potential role of nitrogen metabolism and JA signaling during the drought stress response. These observations suggest that the regulation of the carbon–nitrogen balance and crosstalk between abiotic and biotic stress responses are significant components of the drought stress response. The transcriptome data in this study could be a useful resource for understanding drought stress responses in rice. We believe that our data are providing a valuable gene list for developing drought-resistant crop plants.

## Figures and Tables

**Figure 1:**
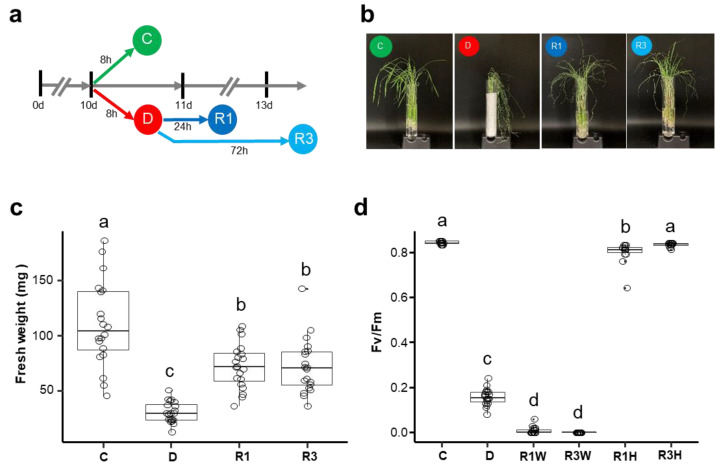
Phenotypes of rice seedlings under dehydration and rehydration stress conditions. (**a**) Experimental scheme showing the time course of stress treatment. Ten-day-old seedlings were exposed to 8 h dehydration (D) or control (C) conditions. Rehydration was treated for one day (R1) or three days (R3) using 8 h dehydrated seedlings. (**b**) Phenotypes of control (C), dehydration-treated (D), and one day- (R1) or three day- (R3) rehydrated plants. (**c**) Fresh weights of rice seedlings under control (C), dehydration (D), and rehydration (R1 and R3) conditions. Fresh weights were measured using 20 seedlings at the indicated time points. (**d**) Chlorophyll fluorescence (Fv/Fm) of rice seedlings under control (C), dehydration (D), and rehydration (R1W, R1H, R3W, and R3H) conditions. For the rehydrated plants, Fv/Fm values of weak (R1W and R3W) and healthy (R1H and R3H) leaves were measured separately. The number of seedlings used for the Fv/Fm measurement was 20 except for R1H (n = 15) and R3H (n = 16). For the box plots in c and d, the boxes represent the interquartile range (IQR) showing the lower (Q1) and upper (Q3) quartiles surrounding the median (central thick line), and whiskers represent the minimum (Q1 − 1.5 × IQR) and maximum (Q3 + 1.5 × IQR) values. Individual values are indicated as circles. Significant differences were determined by ANOVA with Tukey’s HSD and indicated by different letters.

**Figure 2:**
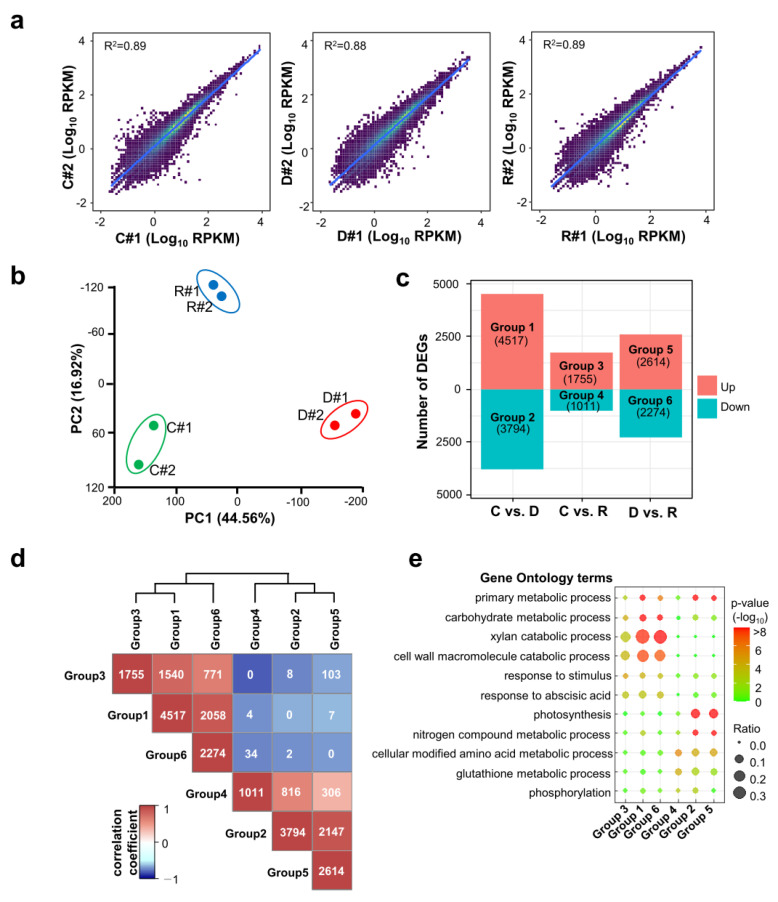
Identification of differentially expressed genes by dehydration and rehydration stress treatments. (**a**) Density scatter plots showing the correlations of gene expression levels (Log_10_RPKM) between biological replicates (#1 and #2). C: control, D: dehydration-treated, R: rehydration-treated seedlings. Dot colors represent density of gene numbers. R^2^ indicates the Pearson’s correlation coefficient. (**b**) Principal component analysis of normalized RNA-seq data. Percentages represent variance captured by principal components 1 and 2 in each analysis. The colored circles in the plot represent individual libraries. Two biological replicates of RNA-seq libraries from control, dehydration, and rehydration are grouped in green, red, and blue oval-shaped rings, respectively. (**c**) Differentially expressed genes (DEGs) categorized into six groups by up- or down-regulated genes between different conditions. The number of DEGs in each group is shown in the parentheses. (**d**) Correlation matrix of pairwise DEG group comparison. Heatmap shows the numbers of overlapping DEGs and the Pearson’s correlation coefficient between the groups. The number of overlapping DEGs is shown in the boxes. (**e**) Dot plot showing enrichment of gene ontology biological processes for the DEGs in six DEG groups. Colors indicate the *p*-values from Fisher’s exact test, and dot sizes are proportional to the number of DEGs in the given GO terms.

**Figure 3:**
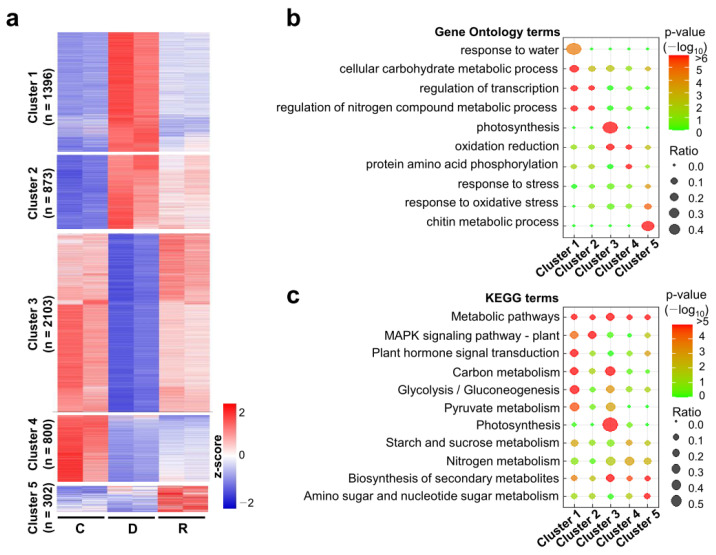
Clustering, gene ontology, and KEGG analysis of the differentially expressed genes. (**a**) Heatmap showing the five main clusters identified by a hierarchical clustering of DEGs. The expression level of each DEG is represented as normalized z-score. (**b**) Gene ontology (GO) analysis of DEGs in five clusters. *Y*-axis indicates the enriched GO terms in the biological process. Dot colors and size represent *p*-values from Fisher’s exact test proportional to the number of DEGs in the given GO terms. (**c**) KEGG pathway analysis of DEGs in five clusters. *Y*-axis indicates the enriched KEGG pathways. Dot colors and size represent *p*-values from Fisher’s exact test proportional to the number of DEGs in the given GO terms.

**Figure 4:**
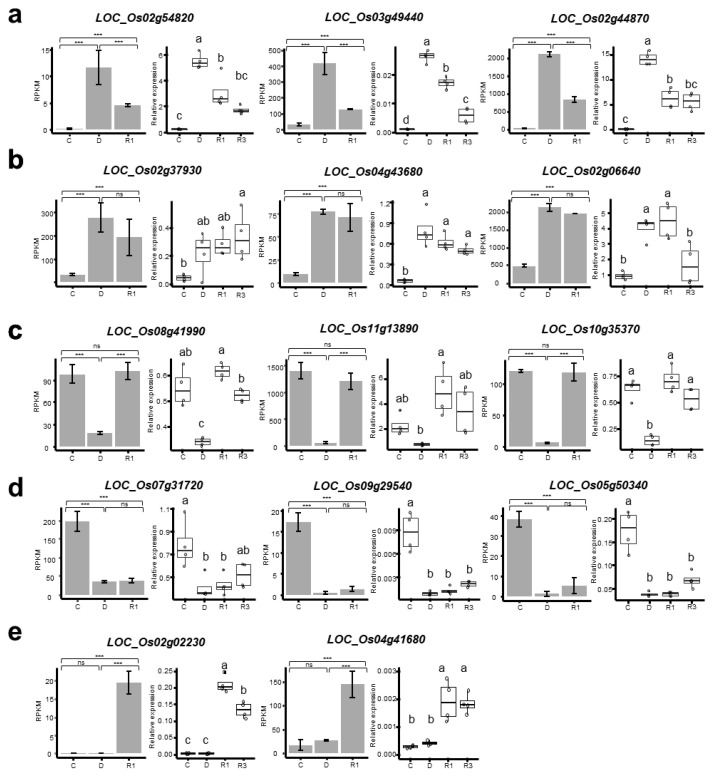
Validation of the differentially expressed genes in the five main clusters. (**a**–**e**) Two to three representative genes from each cluster are selected for showing the RNA-seq expression levels and qRT-PCR validation. RNA-seq data are shown as bar plots with reads per kilobase of transcript, per million mapped reads (RPKM) values of two biological replicates (n = 2). Statistical significance was determined by EdgeR program. The asterisks indicate significant difference (*** *p* < 0.001; and ns: *p* > 0.01). Relative expression levels of each gene were calculated from two technical replicates of two biological replicates (n = 4) of control seedlings (C), dehydration-treated seedlings (D), and rehydration-treated seedlings for 1 d (R1) and 3 d (R3) by qRT-PCR and shown as box plots. OsAct1 was used as internal control. Significant differences were determined by ANOVA with Tukey’s HSD test and indicated by different letters. The genes and their encoding proteins are as follows: *LOC_Os02g54820*; trehalose-6-phosphate synthase, *LOC_Os03g49440*; phosphatase, *LOC_Os02g44870*; dehydrin, *LOC_Os02g37930*; hypoxia-responsive family protein, *LOC_Os04g43680*; MYB family transcription factor, *LOC_Os02g06640*; ubiquitin family protein, *LOC_Os08g41990*; aminotransferase, *LOC_Os11g13890*; chlorophyll A-B binding protein, *LOC_Os10g35370*; oxidoreductase, *LOC_Os07g31720*; GTPase activating protein, *LOC_Os09g29540*; OsWAK82, *LOC_Os05g50340*; MYB family transcription factor, *LOC_Os02g02230*; cytochrome P450, *LOC_Os04g41680*; CHIT3.

**Figure 5:**
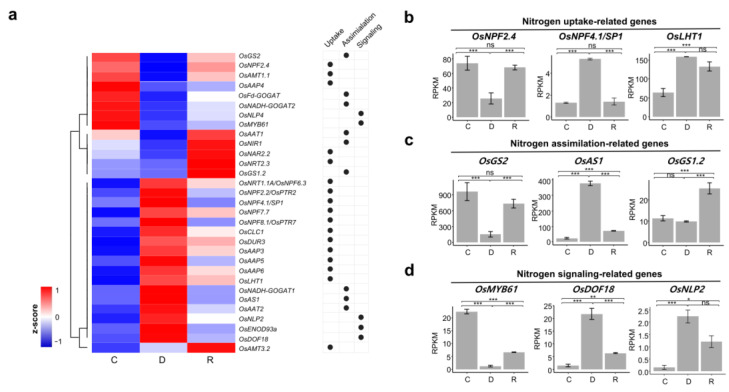
Gene expression profile of nitrogen metabolism-related genes under dehydration and rehydration stress conditions. (**a**) Heatmap showing the hierarchical clustering of the DEGs involved in nitrogen metabolism. The expression levels of each gene are normalized into z-score. Dots on the right side represent the role of each gene in nitrogen metabolism pathways. C: control, D: dehydration, R: rehydration. (**b**–**d**) Expression patterns of selected genes involved in nitrogen uptake (**b**), nitrogen assimilation (**c**), and nitrogen signaling pathway (**d**). The normalized expression levels of each gene under control (C), dehydration (D), and rehydration (R) conditions are represented from RNA-seq data. Statistical significance was determined by EdgeR program. The asterisks indicate significant difference (*** *p* < 0.001; ** *p* < 0.05; * *p* < 0.01; and ns: *p* > 0.01).

**Figure 6:**
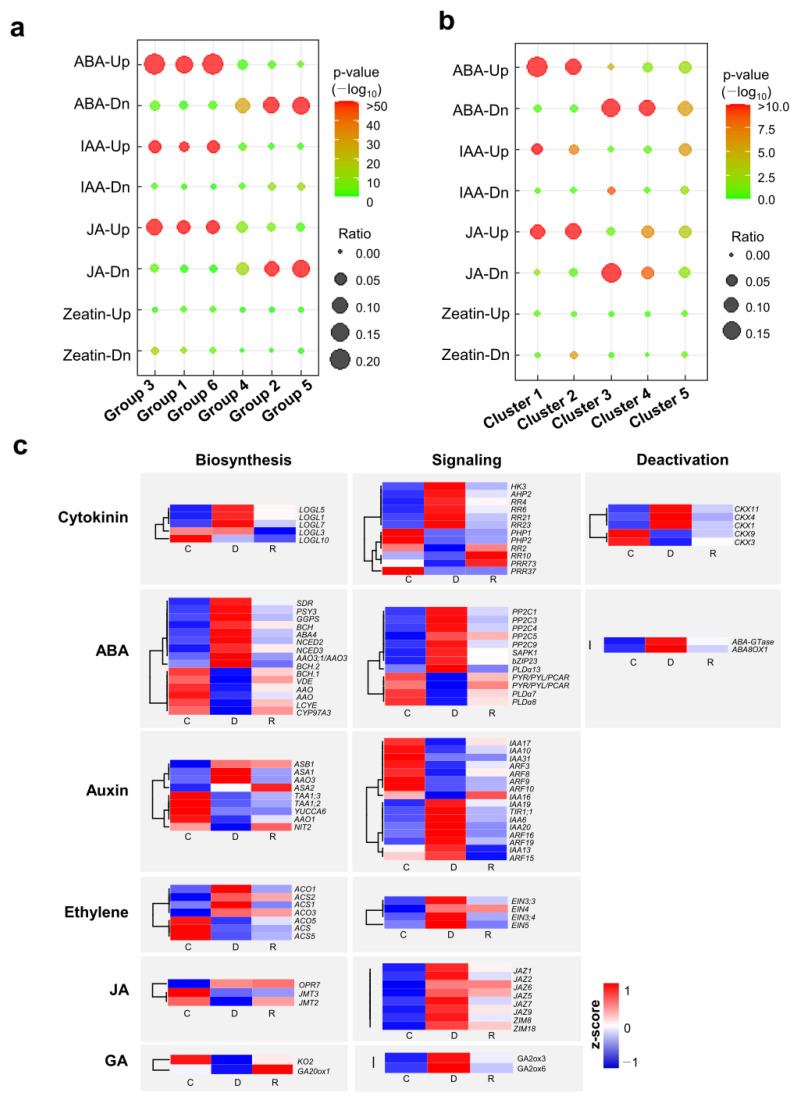
Gene expression profile of plant hormone-related genes under dehydration and rehydration stress conditions. (**a**) Correlation of plant hormone-responsive gene sets and dehydration- and rehydration-responsive DEG groups. Dot colors represent Pearson’s correlation *p*-values and dot sizes are proportional to the number of overlapping DEGs. (**b**) Correlation of plant hormone-responsive genes and five main DEG clusters. Dot colors represent Pearson’s correlation *p*-values and dot sizes are proportional to the number of overlapping DEGs. (**c**) Heatmap showing the expression patterns of DEGs related with plant hormone biosynthesis, signaling, and deactivation. The expression levels are normalized to z-score. ABA: abscisic acid, IAA: indole 3-acetic acid, JA: jasmonic acid, GA: gibberellic acid.

**Figure 7:**
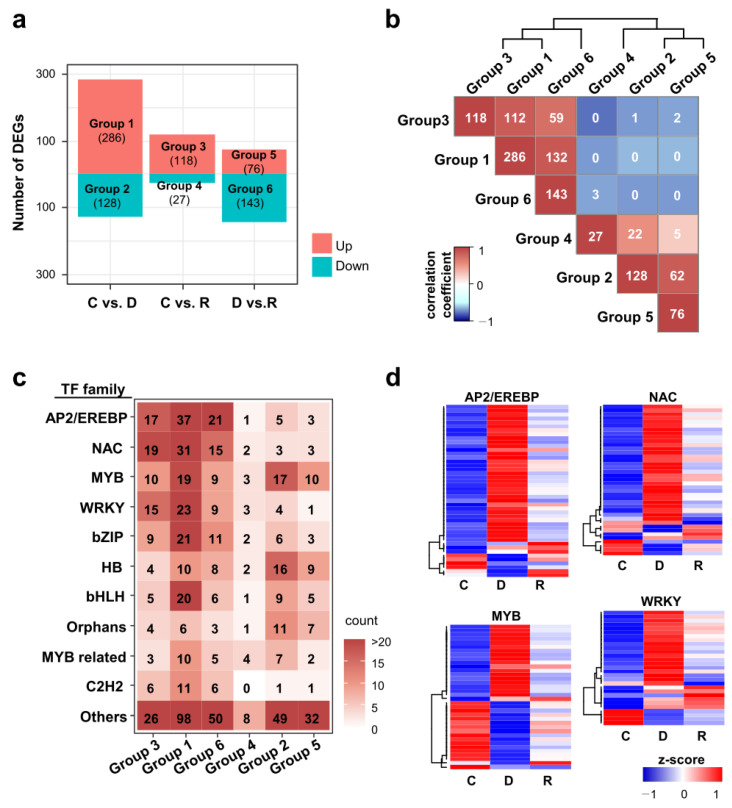
Differentially expressed transcription factor genes under dehydration and rehydration stress conditions. (**a**) Differentially expressed transcription factor (TF) genes categorized into six groups by up- or down-regulated genes between different conditions. The number of DEGs in each group is shown in the parentheses. (**b**) Correlation matrix of pairwise TF DEG group comparison. Heatmap showing the numbers of overlapping TF DEGs and the Pearson’s correlation coefficient between the groups. (**c**) Heatmap showing the gene numbers of TF families in each DEG group. Gene counts are shown in colors. (**d**) Heatmap showing the hierarchical clustering of TF DEGs in AP2-EREBP, NAC, MYB, and WRKY families. The expression levels are normalized to z-score.

## Data Availability

The raw reads of RNA-seq were deposited at the Sequence Reads Archive of the National Center for Biotechnology Information under accession number GSE222438.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24098439/s1.

# Supplementary material for: Comprehensive Analysis of Rice Seedling Transcriptome during Dehydration and Rehydration
**Source:** Int J Mol Sci. 2023 May 8;24(9):8439. doi: 10.3390/ijms24098439
**Supplement:** Supplementary file 1

Table S1: Summary of RNA-seq libraries.

Table S2: Differentially expressed genes in group 1, 2, 3, 4, 5, and 6.

Table S3: Gene Ontology enrichment analysis of group 1, 2, 3, 4, 5, and 6.

Table S4: Gene Ontology enrichment analysis of cluster 1, 2, 3, 4, and 5.

Table S5: Kyoto Encyclopedia of Genes and Genomes pathway enrichment analysis of cluster 1, 2, 3, 4, and 5.

Table S6: Differentially expressed nitrogen metabolism-related genes in rice.

Table S7: Differentially expressed phytohormone-responsive genes in rice.

Table S8: Differentially expressed phytohormone metabolism-related genes in rice.

Table S9: Differentially expressed transcription factor-encoding genes in rice.

Table S10: Primers used in this study.

# Supplementary material for: Comprehensive Analysis of Rice Seedling Transcriptome during Dehydration and Rehydration
**Source:** Int J Mol Sci. 2023 May 8;24(9):8439. doi: 10.3390/ijms24098439
**Supplement:** Supplementary file 1

## Slide 1

FigureS1. The weak and healthy parts of the rehydrated leaf.
Red circle indicates the weak part of the rehydrated leaf while blue circle shows the healthy part of that.

How the deposited data were processed for this re-analysis (not part of the article)

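Shoots of Nipponbare rice seedlings were measured in 3 conditions with 2 libraries each, which were well-watered control at 10 days of age, air-drying for 8 h, and air-drying for 8 h followed by 1 day (24 h) of re-watering, at 11 days of age. Each library came from a pool of 20 plants. The replicates were treated as independent pools. The replicate numbers are not stated to pair libraries across conditions, and the deviations of the replicates from their condition means correlated weakly across conditions, so no pairing was used in the main comparison.

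The authors made stranded mRNA libraries, sequenced them as paired ends on a MiSeq, mapped trimmed reads to the rice genome with 1 mismatch allowed in CLC Genomics Workbench, computed RPKM in the same program and tested for DEGs with edgeR. By Table S1 the libraries held 12715262 and 11667158 clean reads in the control, 11492048 and 12633504 after dehydration and 11958760 and 10964526 after rehydration. The values used here are the RPKM of each library, in 1 column per library, for transcript models of the MSU annotation. The values were checked against the mapped reads of Table S1 and against the RPKM printed in Tables S6, S8 and S9. For 15 genes of Table S6 the values under the RPKM headings were those of the RPKM table, and for 16 genes the RPKM stood under the fold change and p-value headings, so the latter columns of that table were not used. The 102 genes of Table S8 and 778 entries of Table S9 matched the RPKM table. The summed RPKM of a library was between 539105 and 573137.

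Transcripts with an RPKM of at least 1 in at least 2 of the 6 libraries were tested, 26790 in all, of which 12038 belong to loci with several models. The values were analysed as log2(RPKM + 1) in limma 3.58.1 (R 4.3.3) with 1 fit of 3 groups, moderated with a trend on abundance, giving 3 residual degrees of freedom and a median of 3.16 prior degrees of freedom. This replaces the authors' edgeR test, which needs read counts. A DEG had an adjusted p under 0.01 by Benjamini-Hochberg and a fold over 2, the thresholds that the paper states. Groups 1 and 2 are the DEGs higher and lower after dehydration than in the control, Groups 3 and 4 those higher and lower after rehydration than in the control, and Groups 5 and 6 those higher and lower after rehydration than after dehydration. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

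The procedure was tested on simulated data with 2 libraries per group and the spread seen here. With a true log2 fold change of 3, 74% of 50 changed transcripts were called for dehydration against control, 62% for rehydration against control and 81% of 100 for rehydration against dehydration. At a log2 fold change of 1.5 these were 10%, 0% and 9%, with 2, 0 and 1 calls among the unchanged transcripts. In these simulated data, a change of less than about 3 on the log2 scale was thus often missed. The simulation held far fewer changed transcripts than the 5987 called on dehydration. The Benjamini-Hochberg threshold is easier to pass with more changed transcripts, so these shares do not measure what was missed on dehydration. In simulated patterns, 99.9% of transcripts were assigned to their own pattern by k-means.

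Overlaps were tested with Fisher's exact test against the tested transcripts, with Benjamini-Hochberg adjustment over all pairs in a family of tests, and 95% intervals are given for odds ratios. Because comparisons share libraries, the overlaps between groups were also set against a simulation without differences between the conditions. K-means clustering used a Pearson distance, k = 10 and 50 starts on z-scores of log2(RPKM + 1), and each cluster was assigned to 1 of 6 expression patterns, in place of the manual choice of 5 clusters in the paper. Principal components used the RPKM scaled to unit variance. Lists of genes were tested with camera at a correlation of 0.01 and with an estimated correlation, and with fry, where at least 5 members were tested.

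The lists of nitrogen genes (Table S6), hormone metabolism genes (Table S8) and transcription factors (Table S9) and the 14 representative genes were chosen in the paper on these samples. The hormone-responsive lists are the 4 complete lists of Table S7. A set of 37 keyword lists was written from annotation words, and 10 of them had at least 5 tested members. The annotation came from the tables of the paper, which cover 3778 transcripts, because 0 of the 39387 genes of the reference gene table could be matched to a locus of the RPKM table. The members of the keyword lists come from the hormone-responsive lists alone, so a list can move as its hormone list does, and counts of transcription factor families over the whole annotation were not possible. Of the groups in Table S2, 1998 of the transcripts of Group 1 and 110 of those of Group 2 were at hand and served for annotation only.

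Named genes are those the paper names in its results, in Figures 4 and 5 and for JA in its discussion; for each comparison the 5 highest and 5 lowest DEGs by moderated t with an informative annotation, a mean RPKM of at least 10 in the higher group and no overlap between the libraries of both groups; and up to 3 members of each discussed list with the smallest p among its DEGs. RPKM and the authors' p-values of some of these genes were seen in the supplementary tables when this rule was written. Where a gene of the paper has several models, the model was taken from the primer table, then from the paper's tables, and otherwise was the model with the highest mean RPKM.

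The tests, lists, named genes and alternatives were set before the data were examined, apart from those named as chosen later. The alternatives were pseudocounts of 0.1 and 0.5, no filter, a filter of 5 RPKM, quantile normalization, median-ratio scaling, limma without a trend and with robust moderation, an unadjusted p under 0.01, an adjusted p under 0.05, the replicate number as a block, a fit of only the 2 groups compared, RPKM summed over the models of a locus, k = 5, assignment of each DEG to its best pattern, other scalings of the principal components, and leaving out each library in turn. Fresh weight, chlorophyll fluorescence, qRT-PCR, 3 days of rehydration, GO and KEGG enrichment and the JA and trans-zeatin lists were not analysed here.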

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

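The lists below were set before their values were seen, and no technical explanation was tested for them. They were flagged as signals in gene classes that the paper does not discuss, since their members moved together on dehydration against all other transcripts by camera at a correlation of 0.01, though not with an estimated correlation (adjusted p = 0.38 for expansins and 0.44 for ribosomal proteins). All of their members come from the hormone-responsive lists, mostly from the ABA-down-regulated genes, whose median fell (camera adjusted p = 4.5e-14, and 0.17 with an estimated correlation), so the 2 signals are not independent of that list.

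Expansins loosen cell walls during growth. Of 6 tested expansins, 0 were higher and 4 lower after dehydration than in the control, with a median log2 fold change of -2.44 and 0 of 6 above 0 (camera adjusted p = 0.0083, and adjusted p = 0.38 with an estimated correlation). Between rehydration and dehydration 5 were higher, with 3 without dehydration replicate 2 and 0 without any 1 of the other libraries. OsEXPA2 (LOC_Os01g60770) and a beta-expansin precursor (LOC_Os10g40720) were among the 4. The number lower after dehydration was 1 without either control replicate, 2 without dehydration replicate 1 and 3 without dehydration replicate 2 or either rehydration replicate. The median was -2.12 with quantile normalization and -2.33 with median-ratio scaling. All 6 are ABA-down-regulated genes, and tested against the other 515 of that list, which was chosen after the values were seen, the adjusted p was 0.34 (camera), so a change beyond that of the list was not shown.

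Cytosolic ribosomal proteins take part in protein synthesis. Of 12 tested, 0 were higher and 5 lower after dehydration, with a median log2 fold change of -1.09 and 0 of 12 above 0 (camera adjusted p = 0.0016, and adjusted p = 0.44 with an estimated correlation). Between rehydration and dehydration 3 were higher, with 2 without dehydration replicate 2 and 0 without any 1 of the others. The 60S ribosomal protein L22-2-like LOC_Os03g22340, the L6 family protein LOC_Os03g24020 and LOC_Os03g41612 (1 of 2 models of its locus) were among the 5. The number lower was 1 without any 1 library other than dehydration replicate 2, and 3 without that library. The median was -1.11 with quantile normalization and -0.91 with median-ratio scaling. With the RPKM as listed, the median of all tested transcripts was -0.30. Of the 12, 11 are ABA-down-regulated genes, and against the other 510 of that list the adjusted p was 0.56 (camera), a test chosen after the values were seen, with a median of -1.16 for the 11 and -1.48 for the others.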

How the results depend on the processing

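For the keyword lists, 1 alternative was chosen after seeing the data, camera within the hormone list that holds most of the members. With it the adjusted p was 0.34 for expansins, 0.56 for cytosolic ribosomal proteins and 0.057 for phosphatases 2C, which were past the threshold of 0.05 against all other transcripts, and it stayed past the threshold for LEA proteins. For cytochrome P450 genes, camera went from higher to lower (adjusted p = 0.34), since the comparison was then with the other ABA-up-regulated genes. On dehydration, the median log2 fold change was 0.886 for the 9 members in that list and 1.54 for its other genes. The 9 thus rose less at the median and did not fall as a set, and neither direction passed the threshold. Each of these tests has fewer genes to compare with, and the cause was not tested. The rule that gave an overlap an alternative value only where at least 1 shared transcript was expected by chance was chosen after the values were seen, and it leaves the ABA-down-regulated and IAA-down-regulated genes in Group 4, with under 1 expected in the main analysis, out of the numbers below. Of the former, 39 were in Group 4 at an unadjusted p under 0.01 (adjusted p = 4.5e-08), and of the latter 3, where 1.99 would be expected (adjusted p = 0.49).

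Pairs of a hormone list with the groups of the other direction are not in the numbers below either, and some changed side of 0.05. IAA-up-regulated genes in Group 4 were 0, and 2 with median-ratio scaling (adjusted p = 0.020) and with a filter of 5 RPKM (0.036). In Group 2 they were fewer than expected, with an adjusted p of 0.055, and of 0.00019 to 0.038 with 10 alternatives. In Group 5 they were fewer than expected as well (0.013). This was lost with a pseudocount of 0.1 (0.059), no filter (1), median-ratio scaling (0.074), no trend (0.13) and a fit of only the 2 groups compared (1). ABA-down-regulated genes in Group 3 had an adjusted p of 0.57, and of 0.00042 at an unadjusted p under 0.01, 0.0071 at an adjusted p under 0.05 and 0.0088 with locus sums, fewer than expected in each. In Group 6 these values were 0.10, 0.0023, 0.0043 and 0.0039. ABA-up-regulated genes in Group 5 lost the threshold without a filter and with a fit of only the 2 groups compared, and ABA-down-regulated genes in Group 1 without a filter (0.10).

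Among the values that answer a comparison, 374 of the alternative values stayed on the same side, 17 kept their direction and lost the threshold, 117 moved by more than their limit and 1 reversed. Among single genes and lists, 2797 stayed, 447 lost and 18 passed the threshold, 234 moved and 6 reversed.

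The number of DEGs moved with the thresholds, the filter, the pseudocount, the trend, the scaling, the sum over models, the groups in the fit and the libraries. For dehydration against control, transcripts lower after dehydration numbered 2290 without a filter, 5380 at an unadjusted p under 0.01, 6142 at an adjusted p under 0.05 and 1635 with a fit of only the 2 groups compared, where 1442 were higher. For rehydration against control, 133 were higher and 9 lower with a pseudocount of 0.1, 48 and 5 without a filter, 314 and 32 with a filter of 5 RPKM, 1534 and 740 at an unadjusted p under 0.01, 998 and 318 at an adjusted p under 0.05, 500 and 109 with locus sums, and 1 and 0 with a fit of only the 2 groups compared. Without a trend 82 were higher, and with quantile normalization 54 were lower. For rehydration against dehydration, 610 were higher and 92 lower with a pseudocount of 0.1, 9 and 1 without a filter, 459 and 106 without a trend, 3721 and 1168 at an unadjusted p under 0.01, 3812 and 1196 at an adjusted p under 0.05, 2423 and 613 with locus sums, and 0 and 0 with a fit of only the 2 groups compared. A fit of only the compared groups has fewer samples to estimate the spread. The cause of the other changes was not tested.

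Leaving out 1 library at a time, 242 to 1435 transcripts were higher and 76 to 2350 lower for dehydration against control, 0 to 2 higher and 0 to 0 lower for rehydration against control, and 0 to 873 higher and 0 to 78 lower for rehydration against dehydration. Of the DEGs of dehydration against control, those higher outnumbered those lower without either control replicate and not without any 1 of the other libraries. These fits have fewer samples, and the lone library of a condition is assumed to vary like the other groups. Nitrogen genes higher after dehydration were 1 to 5 and lower 0 to 5, hormone metabolism genes 9 to 25 and 0 to 21, and transcription factors 29 to 109 and 4 to 69. Of the representative genes, 3 to 11 were called in the direction of their cluster, against 13 of 14 with all libraries. The odds ratio of IAA-down-regulated genes in Group 2 was 2.13 to 3.11 where more than 1 shared transcript was expected.

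The nitrogen genes higher after dehydration were 5 without a filter and 4 with a fit of only the 2 groups compared, and those lower 5 and 4. With the latter fit, 14 hormone metabolism genes were lower, and 109 transcription factors were higher and 51 lower. Without a filter, 69 transcription factors were lower. PC1 held 89.1% and PC2 6.84% of the variance with RPKM not scaled.

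With camera at an estimated correlation, the adjusted p was 0.17 for ABA-down-regulated genes on dehydration, 0.65 for rehydration against control (0.44 with fry) and 0.11 for rehydration against dehydration. It was 0.14, 0.19 and 0.11 for IAA-up-regulated genes, 0.19 on dehydration and 0.11 for rehydration against dehydration for IAA-down-regulated genes, 0.38 for LEA proteins, 0.44 for cytosolic ribosomal proteins, 0.38 for expansins and 0.20 for phosphatases 2C. With fry the direction was the reverse of that of camera for IAA-down-regulated genes after rehydration against the control (adjusted p = 0.77), for auxin-responsive Aux/IAA and SAUR genes on dehydration (0.031) and for cytochrome P450 genes on dehydration (0.96). The cause was not tested.

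For single genes on dehydration, LOC_Os03g12290_1 (OsGS1.2) had a log2 fold change of 0.0095 with quantile normalization in place of a negative value. Leaving out 1 library, that of LOC_Os02g02230_1 (cytochrome P450) was -0.15 to 0 and that of LOC_Os04g41680_1 (CHIT3) was -0.074 to 2.05. None of these was called.

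With the replicate number as a replicate block, 2591 transcripts were higher and 3726 lower after dehydration than in the control. The deviations of the replicates from their condition means had correlations of 0.058 between control and dehydration, 0.13 between control and rehydration and 0.20 between dehydration and rehydration, so the numbers were not taken to pair the libraries, although PC3 parted the replicates numbered 1 from those numbered 2 in all 3 conditions.

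By the mapped reads, 1 read per kb of transcript is an RPKM of 0.0813 to 0.0943, which limits what can be seen of low transcripts. From 1 to 3 RPKM, the replicates of transcripts that are the only model of their locus differed by a median of 0.355 on the log2 scale, against 0.266 from 10 to 30 RPKM and 0.346 above 100, so the spread did not rise only where the depth is low.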

Differences from the paper's values

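The paper tested for DEGs with edgeR at an adjusted p under 0.01 and a fold over 2. The numbers here use the same cutoffs with limma on log2(RPKM + 1), for transcripts that passed the RPKM filter. Adding 1 makes the fold of a low transcript smaller, so the fold cutoffs are not alike. For OsNLP2 on dehydration the log2 fold change was 1.48, and 3.24 with a pseudocount of 0.1. A measure is given where 1 value was more than 1.5 times the other, with the alternatives set before the data were examined. The percent of variance on PC1 and PC2, the number of transcripts with reads in 5 of 6 libraries, the transcripts down-regulated by dehydration and the number of DEGs of dehydration were not among them.

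Transcripts up-regulated by dehydration numbered 4517 in the paper and 2403 here, against 3222 with an unadjusted p under 0.01 and 3577 with an adjusted p under 0.05, while the remaining alternatives stayed outside 1.5 times. Up-regulated after rehydration against the control were 1755 in the paper and 208 here. Within 1.5 times came 1534 with an unadjusted p under 0.01, and no other alternative did. Down-regulated in that comparison were 1011 in the paper and 19 here. The difference was closed to within 1.5 times by 740 with an unadjusted p under 0.01, and by none of the others. In total, that comparison gave 2766 in the paper and 227 here. Among the alternatives, 2274 with an unadjusted p under 0.01 lay within 1.5 times and the others did not.

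Between rehydration and dehydration, up-regulated transcripts numbered 2614 in the paper and 1156 here. Only 3721 with an unadjusted p under 0.01, 3812 with an adjusted p under 0.05 and 2423 with locus sums came within 1.5 times, out of the alternatives run. Down-regulated transcripts of this comparison were 2274 in the paper and 271 here, with none of the alternatives within 1.5 times. Together these were 4888 in the paper and 1427 here. It was 4889 with an unadjusted p under 0.01 and 5008 with an adjusted p under 0.05, all within 1.5 times the paper's value, and the other alternatives were outside. As a share of the rice genes in the paper and of all transcripts here, the DEGs made up 14% in the paper and 9.15% here, against 14.3 with an unadjusted p under 0.01, 15.6 with an adjusted p under 0.05, 9.64 with the replicate block and 13.2 of the loci with locus sums, while the remaining alternatives stayed outside 1.5 times. Counted by locus they were 9.89% here, which is within 1.5 times.

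Groups 1 and 3 shared about 1500 in the paper (Fig. 2d, read by eye) and 202 here. Within 1.5 times came 1318 with an unadjusted p under 0.01, and no other alternative did. Groups 1 and 6 shared about 2100 in the paper (Fig. 2d, read by eye) and 261 here, with none of the alternatives within 1.5 times. Groups 3 and 6 shared about 770 in the paper (Fig. 2d, read by eye) and 41 here, with none of the alternatives within 1.5 times. Groups 2 and 4 shared about 820 in the paper (Fig. 2d, read by eye) and 17 here. The difference was closed to within 1.5 times by 640 with an unadjusted p under 0.01, and by none of the others. Groups 2 and 5 shared about 2100 in the paper (Fig. 2d, read by eye) and 1099 here. Among the alternatives, 1515 with a filter of 5 RPKM and 2198 with locus sums lay within 1.5 times and the others did not. Groups 4 and 5 shared about 310 in the paper (Fig. 2d, read by eye) and 3 here. Only 207 with an unadjusted p under 0.01 came within 1.5 times, out of the alternatives run. Groups 3 and 5 shared about 100 in the paper (Fig. 2d, read by eye) and 6 here. It was 114 with an unadjusted p under 0.01 and 67 with an adjusted p under 0.05, all within 1.5 times the paper's value, and the other alternatives were outside.

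The pattern up in dehydration only held about 1400 in the paper (Fig. 3a, read by eye) and 445 here, against 2032 with quantile normalization, 1737 with median-ratio scaling, 1081 with no trend, 1696 with an unadjusted p under 0.01, 1835 with an adjusted p under 0.05, 1605 with the replicate block, 1383 with locus sums, 1038 with k = 5 and 1009 with the best pattern per transcript, while the remaining alternatives stayed outside 1.5 times. The pattern up in dehydration and rehydration held about 870 in the paper (Fig. 3a, read by eye) and 1968 here. Within 1.5 times came 1133 with no filter, 748 with quantile normalization, 1155 with median-ratio scaling, 1069 with no trend, 1002 with the replicate block, 1194 with locus sums, 847 without dehydration replicate 2, 864 without rehydration replicate 1 and 841 without rehydration replicate 2, and no other alternative did. The pattern down in dehydration only held about 2100 in the paper (Fig. 3a, read by eye) and 3268 here. The difference was closed to within 1.5 times by 2544 with a pseudocount of 0.1, 1751 with no filter, 3111 with a filter of 5 RPKM, 2093 with quantile normalization, 2753 with median-ratio scaling, 3044 with no trend, 3067 with robust moderation, 1488 with a fit of only the 2 groups compared, 2172 without dehydration replicate 2, 3010 with k = 5 and 3004 with the best pattern per transcript, and by none of the others. The pattern down in dehydration and rehydration held about 800 in the paper (Fig. 3a, read by eye) and 373 here. Among the alternatives, 540 with no filter, 902 with quantile normalization, 803 with an adjusted p under 0.05, 589 with locus sums, 631 with k = 5 and 610 with the best pattern per transcript lay within 1.5 times and the others did not. The pattern up in rehydration only held about 300 in the paper (Fig. 3a, read by eye) and 0 here. Only 208 with an unadjusted p under 0.01 and 243 with an adjusted p under 0.05 came within 1.5 times, out of the alternatives run.

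For nitrogen genes, only those that the paper had called were looked at here, so the total could not exceed the paper's. Differentially expressed nitrogen genes numbered 31 in the paper and 17 here. It was 23 with an unadjusted p under 0.01, 24 with an adjusted p under 0.05 and 24 with locus sums, all within 1.5 times the paper's value, and the other alternatives were outside. Nitrogen genes up-regulated by dehydration were 17 in the paper and 8 here, against 12 with locus sums, while the remaining alternatives stayed outside 1.5 times. Nitrogen genes up-regulated by rehydration were 6 in the paper, which does not name the comparison. Against the control 0 were higher here, with none of the alternatives within 1.5 times. Against dehydration 4 were higher after rehydration, and 9 when adjusted over the list alone.

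For transcription factors and each of their groups, only those that the paper had called were looked at here. Neither the total nor a group could thus exceed the paper's. Differentially expressed transcription factors numbered 445 in the paper and 291 here. Within 1.5 times came 305 with median-ratio scaling, 358 with an unadjusted p under 0.01, 370 with an adjusted p under 0.05, 299 with the replicate block and 340 with locus sums, and no other alternative did. WRKY genes up-regulated by dehydration were 17 in the paper and 10 here. The difference was closed to within 1.5 times by 14 with quantile normalization, 12 with median-ratio scaling, 13 with an unadjusted p under 0.01, 15 with an adjusted p under 0.05 and 13 with locus sums, and by none of the others. WRKY genes down-regulated by dehydration were 4 in the paper and 1 here. Among the alternatives, 3 with the replicate block lay within 1.5 times and the others did not. Transcription factors of Group 1 numbered 286 in the paper and 181 here. Only 204 with quantile normalization, 202 with median-ratio scaling, 215 with an unadjusted p under 0.01, 225 with an adjusted p under 0.05 and 209 with locus sums came within 1.5 times, out of the alternatives run. Transcription factors of Group 3 numbered 118 in the paper and 27 here. It was 99 with an unadjusted p under 0.01 and 79 with an adjusted p under 0.05, all within 1.5 times the paper's value, and the other alternatives were outside. Transcription factors of Group 4 numbered 27 in the paper and 0 here, with none of the alternatives within 1.5 times. Transcription factors of Group 5 numbered 76 in the paper and 35 here, against 73 with an unadjusted p under 0.01, 74 with an adjusted p under 0.05 and 61 with locus sums, while the remaining alternatives stayed outside 1.5 times. Transcription factors of Group 6 numbered 143 in the paper and 23 here, with none of the alternatives within 1.5 times.

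The paper has more transcripts up-regulated than down-regulated by dehydration, and here 2403 were higher and 3584 lower, with fewer higher than lower in every alternative run on all libraries. Without control replicate 1 the order was the paper's, with 242 higher and 76 lower, as without control replicate 2, with 425 and 172, and it was not without any 1 of the other libraries. The paper places a trehalose-6-phosphate synthase, a phosphatase and a dehydrin in the cluster that is up-regulated by dehydration only, and here all 3 were in up in dehydration and rehydration. The synthase fell between dehydration and rehydration, at -1.70 (adjusted p = 0.0052), the change of the dehydrin passed with an unadjusted p under 0.01 and an adjusted p under 0.05, and that of the phosphatase was -0.35 for its model and not called, and -1.63 and called with locus sums, over the models of its locus.

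For its representative genes, among them the dehydrin, the phosphatase and CHIT3, the paper also has qRT-PCR. It reports that the qRT-PCR patterns correlated with the RNA-seq, and they were not analysed here. The paper gives CHIT3 as up-regulated after rehydration. It was not called here against the control, and was with an unadjusted p under 0.01 and an adjusted p under 0.05, and against dehydration with an adjusted p under 0.05. OsGS1.2, which the paper also gives as raised by rehydration, was called against the control with an unadjusted p under 0.01 and an adjusted p under 0.05, and against dehydration with a filter of 5 RPKM, an unadjusted p under 0.01, an adjusted p under 0.05 and locus sums. The cytochrome P450, the paper's other such representative, was called here in both comparisons.

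Of genes that the paper gives as raised by dehydration, OsNLP2 was called with quantile normalization, median-ratio scaling, no trend, an unadjusted p under 0.01, an adjusted p under 0.05 and locus sums, and JAZ6 with a pseudocount of 0.5, a filter of 5 RPKM, quantile normalization, median-ratio scaling, an unadjusted p under 0.01, an adjusted p under 0.05, the replicate block and locus sums, while ZIM8 was called with none of the alternatives. The paper states that JA biosynthetic genes fell, and OPR7 had a log2 fold change of 0.67 (adjusted p = 0.24, limma with Benjamini-Hochberg adjustment), called as lower with none of the alternatives, while JMT2 and JMT3 were called lower.

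For recovery between dehydration and rehydration, OsNPF2.4 was called with an unadjusted p under 0.01 and an adjusted p under 0.05, OsGS2 with a filter of 5 RPKM, an unadjusted p under 0.01, an adjusted p under 0.05 and locus sums, OsNPF4.1 with an unadjusted p under 0.01, an adjusted p under 0.05 and locus sums and OsDOF18 with a filter of 5 RPKM, quantile normalization, median-ratio scaling, an unadjusted p under 0.01, an adjusted p under 0.05 and locus sums, and OsMYB61 and OsAS1 were called here. Of the genes that the paper gives as kept up or down after rehydration, the hypoxia-responsive protein was called against the control with an unadjusted p under 0.01 and an adjusted p under 0.05, the ubiquitin family protein with a filter of 5 RPKM, robust moderation, an unadjusted p under 0.01 and an adjusted p under 0.05, OsWAK82 with quantile normalization, an unadjusted p under 0.01, an adjusted p under 0.05 and locus sums and LOC_Os05g50340 with an unadjusted p under 0.01.

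The paper gives some WRKY genes as up-regulated by rehydration, and here limma called 0 against the control (12 at an unadjusted p under 0.05 with the same fold). They were 10 at an unadjusted p under 0.01, 7 at an adjusted p under 0.05, 1 with a filter of 5 RPKM and 2 with locus sums.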

Other observations

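The tests on the transcripts highest after rehydration and both tests on the direction of the DEGs were chosen after those results were seen, and the other tests of this part were set earlier.

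Rehydrated shoots lay between control and dehydrated shoots, and the paper states that the samples mixed recovered and damaged tissue, whose levels it does not give. A mixture of tissue at the control level and tissue at the dehydrated level, which is an assumption made here, would leave the same share of the dehydration change in transcripts that rose and in those that fell. The medians differed by -0.0763 (95% interval -0.0925 to -0.0589) with the RPKM as listed, and by -0.197 (-0.211 to -0.181) with median-ratio scaling. These intervals come from resampling transcripts, which are not independent, and leave out the variation between the 2 pools of a condition. The differences lay inside and outside the limit of 0.1 set for such a mixture. These medians thus leave it open, and another scaling did not remove the difference. For the transcripts highest after rehydration, 6 were called higher than in both other conditions, which this mixture cannot give and 1 with tissue at other levels can, although against the control 2 of them were called with a pseudocount of 0.1 and 2 without a trend, 1 without a filter, and 0 with a fit of only the 2 groups compared or without any 1 of the 6 libraries. An additional day of growth cannot be told apart from rehydration, since 0 libraries separate age from treatment.

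The replicates differed more for transcripts from loci with several models (median 0.443 on the log2 scale) than for those from loci with 1 model (0.314). A lower RPKM of the former is argued against as the whole reason, since the difference was over 0.05 in 3 of 5 bins of like RPKM, with a median of 0.0631, although it was 0.0134 from 30 to 100 RPKM and -0.0190 above. Summed over the models of a locus, the spread lay below that of loci with 1 model, by -0.0377 at the median. A candidate explanation is that reads were assigned to different models of a locus in different libraries. Of 12038 transcripts from loci with several models, 16.9% were at 0 in 1 library and at least at 1 RPKM in the other library of a condition, against 1.83% of 14752.

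More transcripts fell than rose on dehydration. Those that rose were 40.1% of the DEGs with the RPKM as listed and 41.4% with a filter of 5 RPKM, which argues against low transcripts near the pseudocount as the whole reason. They were 47.7% with median-ratio scaling and 48.0% with quantile normalization. Both rescalings bring the libraries toward a common level, which moves this share toward an even split whether or not the excess of falls is real. They thus cannot tell a real excess of falls from a difference of scale between libraries, which stays open. A few transcripts taking more of the RPKM after dehydration would be 1 such difference. The 100 most abundant transcripts held 23.6% and 18.6% of the RPKM of the dehydration libraries, and 27.1% and 22.5% of that of the control libraries. They did not take more of it after dehydration, though the libraries of both conditions overlapped. The share was 76.1% without control replicate 1 and 71.2% without control replicate 2, when fewer DEGs were called, and no biological explanation was tested.

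Some keyword lists belong at no claim, and limma gave these numbers for dehydration against control. Of 8 heat shock proteins and chaperones, 1 was higher and 3 lower (median log2 fold change -1.23, camera adjusted p = 0.48), with 0 and 0 without either control replicate, 1 and 1 without dehydration replicate 1, and 1 and 2 without any 1 of the other libraries. Of 8 bHLH factors by annotation, 2 were higher and 0 lower (0.96, camera adjusted p = 0.17), with 0 and 0 without any 1 of the 6 libraries. Of 5 auxin-responsive Aux/IAA and SAUR genes, 1 was higher and 1 lower (-0.69, camera adjusted p = 0.67), with 1 and 0 without any 1 of the 6 libraries.

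In lists with fewer members, 1 of 4 WRKY, 2 of 3 NAC, 1 of 1 AP2/EREBP, 1 of 1 MYB and 2 of 2 bZIP factors, 1 of 3 ZIM domain proteins, 1 of 2 cellulose synthases and 1 of 2 cyclins were higher, the last being a cyclin-like F-box protein, and 1 of 3 seed storage proteins and 1 of 3 proteases of senescence were lower. Of proteasome subunits, limma called 0 of 1 (0 at an unadjusted p under 0.05). Root-associated transporters had 1 member and 0 tested, and aquaporins, histones, autophagy proteins, organelle-encoded transcripts and transposons had 0 members in the annotation at hand.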
